# The chromatin remodeling factor CHD7 controls cerebellar development by regulating reelin expression

**DOI:** 10.1172/JCI83408

**Published:** 2017-02-06

**Authors:** Danielle E. Whittaker, Kimberley L.H. Riegman, Sahrunizam Kasah, Conor Mohan, Tian Yu, Blanca Pijuan Sala, Husam Hebaishi, Angela Caruso, Ana Claudia Marques, Caterina Michetti, María Eugenia Sanz Smachetti, Apar Shah, Mara Sabbioni, Omer Kulhanci, Wee-Wei Tee, Danny Reinberg, Maria Luisa Scattoni, Holger Volk, Imelda McGonnell, Fiona C. Wardle, Cathy Fernandes, M. Albert Basson

## Abstract

The mechanisms underlying the neurodevelopmental deficits associated with CHARGE syndrome, which include cerebellar hypoplasia, developmental delay, coordination problems, and autistic features, have not been identified. CHARGE syndrome has been associated with mutations in the gene encoding the ATP-dependent chromatin remodeler CHD7. CHD7 is expressed in neural stem and progenitor cells, but its role in neurogenesis during brain development remains unknown. Here we have shown that deletion of *Chd7* from cerebellar granule cell progenitors (GCps) results in reduced GCp proliferation, cerebellar hypoplasia, developmental delay, and motor deficits in mice. Genome-wide expression profiling revealed downregulated expression of the gene encoding the glycoprotein reelin (*Reln*) in *Chd7*-deficient GCps. Recessive *RELN* mutations have been associated with severe cerebellar hypoplasia in humans. We found molecular and genetic evidence that reductions in *Reln* expression contribute to GCp proliferative defects and cerebellar hypoplasia in GCp-specific *Chd7* mouse mutants. Finally, we showed that CHD7 is necessary for maintaining an open, accessible chromatin state at the *Reln* locus. Taken together, this study shows that *Reln* gene expression is regulated by chromatin remodeling, identifies CHD7 as a previously unrecognized upstream regulator of *Reln*, and provides direct in vivo evidence that a mammalian CHD protein can control brain development by modulating chromatin accessibility in neuronal progenitors.

## Introduction

Mutations in genes encoding chromatin remodeling factors have emerged as a major cause of neurodevelopmental disorders (1). The mechanisms employed by these factors to ensure precise regulation of developmental gene expression remain largely unexplored. Furthermore, the neuroanatomical abnormalities that result from these mutations and the behavioral and psychiatric features associated with specific brain defects remain unidentified for most of these conditions. Chromodomain–helicase–DNA-binding (CHD) proteins are ATP-dependent chromatin remodeling factors that use ATP to catalyze nucleosome translocation along chromatin, presumably to modulate access of transcriptional regulators (2). Mutations in *CHD7* cause CHARGE syndrome, a complex developmental syndrome defined by a constellation of birth defects, which include coloboma, heart defects, atresia of the choanae, retarded growth and development, and genital and ear abnormalities (3–5). Although neurodevelopmental abnormalities are not considered for clinical diagnosis, 99% of patients exhibit developmental delay and 74% suffer from intellectual disability (6). The alterations in chromatin and brain structure that underlie these deficits have not been identified.

ChIP sequencing (ChIP-Seq) experiments in a variety of cell lines have identified widespread CHD7 recruitment across the genome (7–9). CHD7 appears to localize primarily to distal regulatory elements marked by lysine 4 monomethylation on histone 3 (H3K4me1). In vitro nucleosome remodeling assays have confirmed the ability of CHD7 to translocate nucleosomes along a chromatin template and demonstrated a loss or reduction in this activity in CHARGE syndrome–associated CHD7 mutants (10). These findings point to chromatin remodeling defects as a central pathogenic mechanism in CHARGE syndrome. However, whether this holds true in vivo and the effect of such changes on developmental gene expression have not been investigated.

As a first step toward identifying the neuroanatomical alterations that may underlie the neurological deficits in CHARGE syndrome, we recently reported cerebellar hypoplasia in 35% of patients with *CHD7* mutations (11). It remains unknown to what extent cerebellar defects contribute to the developmental delay and intellectual disability associated with CHARGE syndrome.

The cerebellum develops over several weeks in mice and several months in humans. The cerebellar territory is established during early embryogenesis by the action of secreted signaling molecules from a secondary organizer located at the mid-hindbrain boundary (reviewed in ref. 12). We previously reported that biallelic expression of *Chd7* was essential for maintaining appropriate levels of *Fgf8* expression at this early stage of cerebellar development (11). As deregulated *Fgf8* expression and signaling from this embryonic organizer selectively disrupt the formation of the cerebellar vermis, these findings identified a role for CHD7 in early embryonic cerebellar development (13, 14). Toward the end of embryogenesis, the cerebellum initiates a period of rapid growth, primarily driven by the proliferation of granule cell progenitors (GCps) in the external granule layer (EGL) on the surface of the cerebellar anlage. The primary mitogen driving GCp proliferation is Sonic Hedgehog (SHH), which is produced by postmigratory Purkinje cells (PCs) that become organized in a layer beneath the EGL during late embryonic stages (15–17). This process is associated with the formation of cerebellar folia. Intriguingly, we have also detected cerebellar foliation anomalies in CHARGE syndrome patients (11), implying a role for CHD7 in GCp development.

Several genes associated with cerebellar hypoplasia, developmental delay, ataxia, and intellectual disability in humans are expressed in cerebellar GCps (reviewed in ref. 18). Homozygous mutations in *RELN*, which encodes the secreted glycoprotein reelin, or the gene encoding its receptor *VLDLR* are responsible for severe cerebellar hypoplasia and intellectual disability in humans (19, 20). Studies in mouse models have localized *Reln* expression to GCps and have reported essential roles for RELN signaling in PC migration, maturation, and GCp proliferation (21–23). *RELN* has also been associated with psychiatric disease in several contexts. For example, RELN expression has been reported to be reduced in postnatal cerebella from autism patients (24, 25).

In this article, we report a role for CHD7 in controlling GCp proliferation and survival, and a striking downregulation of *Reln* gene expression in *Chd7*-deficient GCps. Increasing *Reln* expression partially rescued GCp proliferation and cerebellar hypoplasia, providing functional genetic evidence that *Reln* downregulation contributes to the cerebellar hypoplasia phenotype. Finally, we show that DNA accessibility is reduced at the *Reln* locus, and throughout the genome in CHD7-deficient GCps, consistent with a role for CHD7 in maintaining DNA accessibility through nucleosome remodeling.

## Results

### Chd7 deletion from neuronal progenitors results in cerebellar hypoplasia.

*Chd7* is expressed in neural stem cells, where it has been reported to regulate the expression of developmental and disease-associated genes (7). *Chd7* expression localizes to regions of ongoing neurogenesis in the developing brain: the ventricular zone (VZ) and hippocampus (Figure 1, A and C), as well as the rhombic lip stream, VZ, and EGL of the cerebellum (Supplemental Figure 1, A–E; supplemental material available online with this article; doi:10.1172/JCI83408DS1). *Chd7* expression is maintained in postmitotic, differentiating, and migrating neural progenitors in the rostral migratory stream of the forebrain, and upregulated in the differentiating inner EGL and internal granule cell layer of the cerebellum (Supplemental Figure 1E and Figure 1, A and C), implicating *Chd7* in neural differentiation. Several recent studies have identified roles for *Chd7* in adult neural stem cell populations in the forebrain (26–28); yet *Chd7* appears to have a relatively minor role in regulating neural stem cell expansion in the embryonic and perinatal forebrain (26). To determine whether *Chd7* has a function in embryonic neurogenesis, we inactivated *Chd7* in neuronal progenitors using a nestin-*Cre* line (29). In agreement with previous demonstrations of robust gene recombination in the cerebellar anlage by E11 (14), *Chd7* mRNA was not detectable in the nestin-*Cre Chd7^fl/fl^* conditional knockout (cko) cerebellum at E12.5 (Supplemental Figure 1, F and G), and CHD7 protein, present in cell nuclei in the VZ and migratory cells emerging from the rhombic lip in control embryos, was absent from these cells (Supplemental Figure 1, H and I). The expression of *Fgf8* from the mid-hindbrain organizer was maintained and the expression patterns of the *Otx2* and *Gbx2* homeobox genes were not altered in these mutants (Supplemental Figure 1, J–O), indicating that the deletion of *Chd7* after the establishment of this embryonic organizer had little effect on the expression of genes linked to organizer function (11).

Newborn cko animals lacked *Chd7* expression throughout the entire brain (Figure 1, B and D). These mice were born at the expected Mendelian ratios, but postnatal survival rate was reduced (Supplemental Table 1). Two mutants survived to P21; these were smaller than their littermates, overall brain size was reduced accordingly, but cerebellar size was disproportionally reduced (compare cerebella outlined in Figure 1, E with F, and G with H). Histological examination confirmed pronounced hypoplasia of all cerebellar lobules in the vermis (Figure 1, I and J). The cerebellar hemispheres were also hypoplastic and displayed highly irregular cerebellar foliation with apparently misdirected folia (Figure 1, K and L) and ectopic clusters of granule cells around clusters of PCs (Figure 1N). Following specific folia in serial sections (Supplemental Figure 2) revealed that vermis folia IV–V and IX extended abnormally into the lateral hemispheres (Supplemental Figure 2, I and J).

To identify the developmental stage at which these phenotypes first emerge, sagittal sections from E12.5 to P14 cerebella were examined. Cerebellar size was normal at E12.5 (Supplemental Figure 1, F–I) and E14.5 (Figure 1, O and P). Clear cerebellar growth retardation became evident at E16.5 (Figure 1, Q and R), a time point shortly after the initiation of GCp proliferation. At birth (P0), cerebellar hypoplasia was most clearly present in the cerebellar vermis, where it was associated with a failure to initiate the formation of most of the cardinal cerebellar fissures (Figure 1, S and T). By P14, the cerebellum was reduced in size, with irregular foliation that included expansion of vermis lobules IV–V and IX into the hemispheres (Figure 1, U–X). Taken together, these experiments identified a critical role for *Chd7* in cerebellar growth after E14.5, implying a function for CHD7 in the expansion of cerebellar GCps.

### CHD7 regulates the proliferation, differentiation, and survival of cerebellar GCps.

To specifically determine the function of *Chd7* within the granule cell lineage, we deleted *Chd7* from these cells from the time of their specification in the rhombic lip using a *Math1-Cre* transgene (30). Transgenic expression resulted in the recombination of the *Chd7* conditional allele from the early stages of EGL formation at E14.5 (Supplemental Figure 3, C and D). By postnatal stages, efficient *Chd7* deletion was evident in GCps in the anterior and central cerebellar vermis, with *Chd7* expression reduced somewhat in anterior lobule VIII and spared in the most posterior (posterior IX and X) lobules, in agreement with previous reports on the activity of this transgene (Supplemental Figure 3, E–H, and ref. 31). Efficient *Chd7* deletion was evident throughout the entire cerebellar hemispheres (Supplemental Figure 3, I and J). Immunostaining showed the same pattern of CHD7 protein depletion in the cerebellar vermis (Supplemental Figure 3, K–R). Together, these experiments identified the granule cell lineage as the predominant cell type in the postnatal cerebellum that express CHD7, with only faint expression remaining in cells in the white matter after granule cell–specific *Chd7* deletion (Supplemental Figure 3, H and J). Efficient *Chd7* deletion in GCps was further confirmed by quantitative reverse transcriptase PCR (RT-PCR) analysis of purified GCps from P7 animals (Supplemental Figure 3S).

The GCp-specific conditional mutants, from here on referred to as cko animals, survived to adulthood. Examination of whole-mount P21 cerebella revealed significant cerebellar hypoplasia (Figure 2, A and B). Histological sections confirmed hypoplasia of lobules I–VIII (Figure 2, C and D), with the most striking hypoplasia presenting in central lobules. All lobules in the hemispheres were smaller, and vermis folia IV–V and IX were again found to extend abnormally into the hemispheres (Supplemental Figure 4 and Figure 2, E and F) with associated foliation irregularities (Figure 2, G and H). Cerebellar development was followed from E13.5 to reveal the first signs of reduced cerebellar growth. Surface area measurements to estimate cerebellar size were performed on Cresyl violet–stained sagittal sections through the most medial aspect of the cerebellar vermis. Delayed initiation of cerebellar foliation in the vermis became evident at E17.5 (Supplemental Figure 5) before cerebellar size was significantly altered (mean area ± SEM = 0.26 ± 0.068 mm^2^ in controls, 0.26 ± 0.026 mm^2^ in cko). Hypoplasia became evident at E18.5 (mean ± SEM = 0.50 ± 0.014 mm^2^ in controls, 0.30 ± 0.026 mm^2^ in cko). To visualize the trajectory of cerebellar growth, representative sections (vermis and hemisphere) from control and cko cerebella were traced and overlaid (Figure 2I). This analysis revealed interesting differences: whereas vermis growth was clearly reduced from E18.5 onward, hypoplasia of the hemispheres became obvious only from P7 (Figure 2I).

To determine the underlying cause of cerebellar hypoplasia, GCp proliferation was quantified by BrdU incorporation between E18.5 and P14. This analysis revealed a significant reduction in GCp proliferation in vermis lobules I–VIII at early postnatal stages (Supplemental Figure 6, A and B), most prominent at P0 (Figure 2J). No significant reduction in GCp proliferation was seen in hemispheres (Supplemental Figure 6D). These results indicated that reduced GCp proliferation likely contributed to reduced growth of the vermis, but not the hemispheres. To assess the contribution of apoptosis, sections were stained with an antibody against activated cleaved caspase-3. The number of apoptotic GCps was increased in both vermis and hemispheres at P7 (Supplemental Figure 6, E and F), but reached statistical significance only in the hemispheres (Figure 2K). These data suggested that the reduced postnatal growth of the hemispheres was largely caused by increased cell death, whereas both proliferative and apoptotic changes contributed to vermis hypoplasia.

### Reduced PC numbers in Chd7 cko cerebella.

To determine the impact of the diminished production of granule neurons in the cerebellum on PCs, PC number and distribution were examined. Total PC numbers were reduced in cko cerebella at P21 (Figure 3A). A finer analysis of PC numbers across different cerebellar regions revealed that the reduction in PC number was due to fewer PCs in lobules I–VII of cko animals (Figure 3B), in agreement with the pronounced hypoplasia of anterior and central cerebellar lobules in the mutants (Figure 2D). PC density was not altered, indicating that the reduction in PC numbers remained proportional to the reduced cerebellar size (Figure 3, C–E). PCs in the cko cerebellar vermis were organized in monolayers for most of the cerebellum, with small regions of slightly disorganized cells observed at P7 (Figure 3, F–I) and P21 (Figure 3, N–Q). By contrast, large patches of disorganized PCs were present in the hemispheres at P7 (Figure 3, J–M) and P21 (Figure 3, R–U).

To understand the cause of these abnormalities, we investigated the distribution of LHX1/5^+^ PC progenitors over time as they migrate from their site of origin, the VZ toward the pial surface (23). This analysis revealed a relatively normal PC distribution, including formation of the PC plate under the pial surface at E16.5 (Supplemental Figure 7, A–H). Abnormal PC organization was evident by E18.5, with more dispersed PC progenitors in the central vermis (Supplemental Figure 7Q) and apparently mislocalized progenitors in the hemispheres (Supplemental Figure 7, S and T), consistent with the altered PC distributions seen in these regions at later stages. As CHD7 is also expressed in cells in the VZ, we asked whether nestin-*Cre* cko mice, in which *Chd7* has been deleted from these progenitors in addition to GCps, exhibited more pronounced PC developmental defects. Indeed, although a clear PC plate still formed in the medial cerebellum by E16.5 (Supplemental Figure 7I), PC distribution was clearly irregular in the rest of the cerebellum (Supplemental Figure 7, J–L). Mislocalized cells were evident in the vermis and hemispheres by E18.5 (Supplemental Figure 7, U–X). Together, these findings suggested that the deletion of *Chd7* from the early VZ progenitors contributed to PC defects in nestin-*Cre* cko mice, although we cannot rule out the possibility that the deletion of *Chd7* from the rhombic lip stream and EGL earlier than in *Math1-Cre* cko mutants also contributed to these defects.

### GCp-specific Chd7 conditional mouse mutants exhibit motor delay and coordination deficits.

Next, we asked whether the cerebellar defects were sufficient to cause behavioral abnormalities in these mice. Mutant mouse pups exhibited normal growth (Supplemental Figure 8A). Pups were assessed for the acquisition of developmental milestones, which revealed a delay in acquiring the righting reflex (Figure 4A), the ability to turn around when placed head facing downward on a sloping platform (negative geotaxis; Figure 4B), and the ability to reach out toward an object (Figure 4C). To determine whether adult cko animals had any motor deficits, their motor coordination on a revolving rotarod was examined. Male cko mice performed significantly worse on this test than their sex-matched control littermates (Figure 4D), whereas female cko mice showed no difference compared with controls (Figure 4E). There were no significant differences in body weight or grip strength between control and cko animals (Supplemental Figure 8, B and C), excluding general muscle weakness as a potential cause of this motor phenotype. The performance of cko animals of both sexes improved to a similar extent over the 3 days of testing, indicating that these mutants had no deficit in motor learning. Mutant animals showed no signs of repetitive behaviors (Figure 4F) or anxiety (Supplemental Figure 8, D and E).

Cerebellar defects and dysfunction have also been proposed to be associated with autism spectrum disorders (reviewed in ref. 32). We therefore also performed tests to assess social interactions and communication. Mice communicate via vocalizations in the ultrasonic and sonic ranges, particularly in social situations such as when pups are separated from the mother (33). Mutant pups exhibited no difference in ultrasonic vocalizations (Figure 4G). Social investigation of conspecific age- and sex-matched mice by juvenile cko mice was normal (Figure 4H), as were reciprocal social investigations (Figure 4I) and sociability in the 3-chamber social approach test (Supplemental Figure 8F) in adult mice. In contrast to the *Chd7* heterozygous mouse models (34, 35), no differences were observed in olfactory discrimination tests (Supplemental Figure 8, G and H), consistent with the cerebellar-specific *Chd7* deletion in these mutants.

In addition to the well-established role of the cerebellum in sensorimotor function, structural and functional studies have also implicated the cerebellum in cognition and spatial processing (36). In humans, cognitive tasks tend to activate central cerebellar lobules VI, VII, and Crus I/II (reviewed in refs. 37, 38). Given the particularly strong phenotypes seen in the central cerebellar lobules of the cko animals, we also evaluated the performance of these mutants in the Morris water maze test, a cognitive task that assesses visual-spatial processing and memory. These conditional mutants exhibited no deficits in this task compared with control animals (Supplemental Figure 8I).

In conclusion, our behavioral tests indicate that cerebellar hypoplasia and PC hypocellularity in *Chd7* cko mutants are associated with developmental delay and motor coordination. By contrast, these defects are not sufficient to cause deficits in social behaviors or cognition.

### CHD7 controls gene expression levels in GCps.

*Chd7* encodes a chromatin remodeling factor that has been postulated to function as a “transcriptional rheostat” to maintain developmental gene expression at physiological levels (9). Thus, to identify CHD7-regulated genes in GCps, a direct comparison of the *Chd7*-deficient and control transcriptome was performed by RNA sequencing (RNA-Seq). 

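Chd7 (ENSMUSG00000041235), the gene deleted in cko GCps, had 322 and 319 CPM (counts scaled to the size of the library) in control replicates 1 and 2 and 392 and 355 CPM in cko replicates 1 and 2. Its log2 fold change of 0.22 (standard error 0.10) did not pass edgeR's quasi-likelihood test (adjusted p = 0.418). The counts are summed over the whole gene, which lies on chromosome 4 of GRCm38 (mm10) from 8690406 to 8867659, whereas exon 3 of 38, the target of the paper's Chd7 in situ probe, spans 422 bp from 8785342 to 8785763, or 3.06% of the exonic length of the gene. Which exons the floxed allele loses is not stated in the sources used here, so the gene-level count was not used to check the deletion, and the direction of every difference between these libraries rests on their labels. The RT-qPCR of Reln in purified GCps (Figure 5N) runs the same way as the Reln counts. For Chd7, the paper reports efficient deletion by RT-qPCR of purified P7 GCps (Supplemental Figure 3S), with primers in exons 2 and 3. Xist, the RNA that silences an X chromosome in female cells, was at 793 CPM in cko replicate 1 and at no more than 0.548 CPM in the other 3 libraries, and the Y-linked gene Ddx3y, named after its values were seen, was at 69.1 and 63.7 CPM in the control libraries, at 0.00 CPM in cko replicate 1 and at 68.2 CPM in cko replicate 2. RNA-Seq covered 2 control libraries and 2 cko libraries (Math1-Cre Chd7fl/fl). The control genotype is Chd7fl/+ in the paper and in the sample labels, whereas the submitters' extraction notes give 2 floxed alleles without Cre. Cerebella without lobules IX and X were pooled by genotype and digested with papain, and GCps were separated on a Percoll gradient. The authors made Illumina TruSeq libraries, aligned the reads to mm10 with TopHat and counted reads per Ensembl 75 gene with HTSeq in its intersection-strict mode. The strand setting is not given in the sources used here. The counts assigned to genes came to 77346481 and 61836588 in the control libraries and to 73480074 and 62437759 in the cko libraries. The 16436 genes that passed edgeR's expression filter were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. An exact permutation test of 2 against 2 libraries cannot give p below 0.333. No source used here says that replicate libraries came from separate animals, so p-values measure only the spread between these libraries. The 2 cko libraries differ in Xist and Ddx3y and so hold RNA of different animals, while the spread of the control pair may be technical alone.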

RNA was isolated from purified GCps at P7, when sufficient numbers of pure, primary GCps can be isolated ex vivo. A total of 881 coding transcripts with significantly changed expression (FDR < 0.05) were identified in *Chd7*-deficient GCps, compared with controls. 

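In cko GCps, 127 genes were lower and 133 were higher than in control GCps at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Among called protein-coding genes with an average log2 CPM of at least 1, the largest decrease was that of Sema3d, which encodes a secreted semaphorin, from 27.7 ± 2.23 to 3.05 ± 1.65 CPM (SD, n = 2 libraries per genotype; log2 fold change -3.20, standard error 0.40, adjusted p = 0.0447). Kcnd2, which encodes a potassium channel subunit, fell from 37.1 ± 1.91 to 5.22 ± 2.14 CPM (log2 fold change -2.84, standard error 0.29, adjusted p = 0.0255). The largest increase among them was that of Clic6, which encodes a chloride intracellular channel protein, from 4.64 ± 0.707 to 33.6 ± 0.409 CPM (log2 fold change 2.85, standard error 0.15, adjusted p = 0.00238). The adrenergic receptor gene Adra2c rose from 4.75 ± 0.291 to 21.3 ± 1.00 CPM (log2 fold change 2.17, standard error 0.14, adjusted p = 0.00395). The other large decreases were those of the transcription factor gene Dmrta1 (log2 fold change -2.93, adjusted p = 0.0385 in the same test), the heparan sulfate sulfotransferase gene Ndst4 (-2.92, adjusted p = 0.0385), the hyaluronan synthase gene Has3 (-2.70, adjusted p = 0.0226) and the transcription factor gene Neurod6 (-2.61, adjusted p = 0.0325). Thsd7b rose (log2 fold change 2.81, adjusted p = 0.0388 in the same test), as did the embryonic myosin gene Myh3 (2.79, adjusted p = 0.0395), the adhesion molecule gene Sdk2 (2.76, adjusted p = 0.0150), the potassium channel gene Kcnk13 (2.17, adjusted p = 0.00960), the tetraspanin gene Tspan11 (2.03, adjusted p = 0.0259), the cadherin gene Cdh15 (1.97, adjusted p = 0.0238) and the transcription factor gene Olig3 (1.96, adjusted p = 0.0258). The pseudogene Gm1821 fell from 154 ± 19.1 to 6.73 ± 0.642 CPM (log2 fold change -4.52, adjusted p = 0.000207 in the same test), as did the pseudogene Vcp-rs (-2.67, adjusted p = 0.00784) and the noncoding transcripts Gm16169 (-4.27, adjusted p = 0.00395) and Gm17167 (-3.56, adjusted p = 0.0145), while the pseudogene Gm8822 rose (3.35, adjusted p = 0.00642). Values of pseudogenes are uncertain because reads can be shared with a near-identical gene, and 26.0% of the exonic length of Gm17167 overlaps Gm13301 on the same strand. Of the 260 genes, 242 are protein-coding and 9 are pseudogenes, and 77 fell and 85 rose by more than 2-fold. Leaving out 1 library moved the count from 260 to 83 without control replicate 2 and to 602 without cko replicate 2, and 54 of the 260 genes also passed without each library in turn. The count was 1010 with the replicate block (480 lower and 530 higher, with 248 of the 260 among them) and 727 without the filter on low counts (340 lower and 387 higher, with 256 of the 260 among them). The call was lost without control replicate 1 for Sema3d (adjusted p = 0.304), Kcnd2 (0.0698), Dmrta1 (0.146), Ndst4 (0.0563), Thsd7b (0.0567) and Myh3 (0.0856). It was lost without control replicate 2 for Sema3d (adjusted p = 0.183), Kcnd2 (0.0754), Dmrta1 (0.148), Ndst4 (0.146), Thsd7b (0.0878), Myh3 (0.150), Tspan11 (0.102) and Cdh15 (0.0600). Calls were also lost without cko replicate 1 for Has3 (adjusted p = 0.104). Further calls were lost without cko replicate 2 for Has3 (adjusted p = 0.0576). With the replicate block, calls were lost for Sema3d (adjusted p = 0.194), Kcnd2 (0.0679), Thsd7b (0.0761), Myh3 (0.223) and Sdk2 (0.0617), and without the filter on low counts for Sema3d (0.170), Dmrta1 (0.0708), Neurod6 (0.0527) and Myh3 (0.0527).

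**Figure D1:**
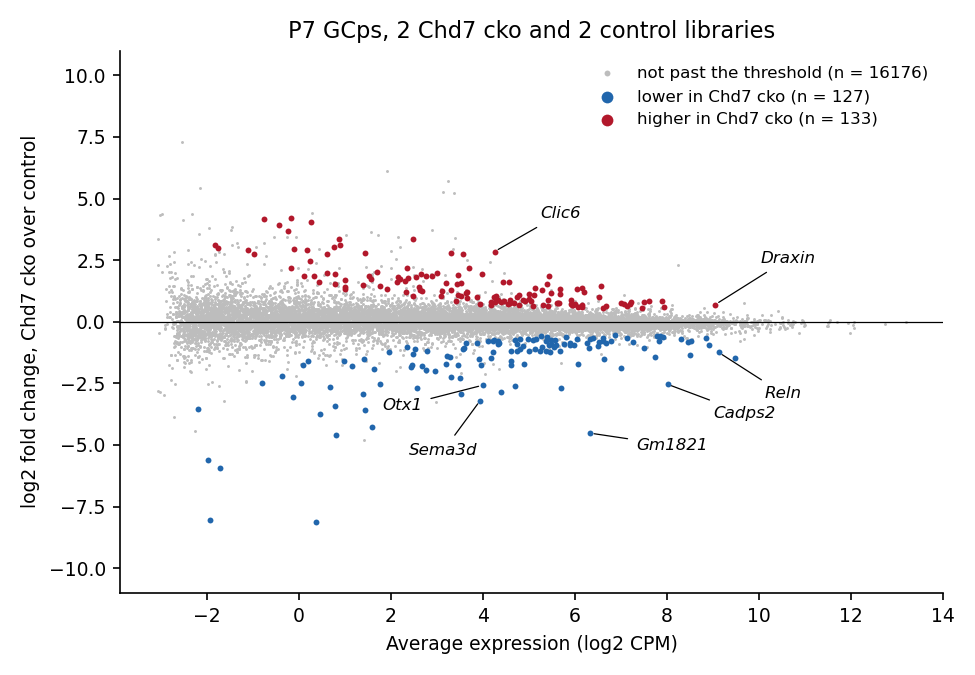
Log2 fold change between Chd7 cko and control P7 GCps (vertical axis) against the average expression in log2 CPM (horizontal axis) for the 16436 tested genes, 1 point per gene. Blue points are the 127 genes lower and red points the 133 genes higher in cko GCps at an adjusted p under 0.05, and named genes are joined to their points by lines.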

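Genes of postmitotic neurons and of cholesterol synthesis were lower in cko GCps as groups at a preset correlation between genes, and markers of muscle, endothelium and the oligodendrocyte lineage were higher (medians 2.66, 0.51 and 0.47). With an estimated correlation the adjusted p was 0.622 for each of these 5 lists, but 4 libraries leave that version too few degrees of freedom to decide. Of 21 tested postmitotic neuron genes, 3 fell at an adjusted p under 0.05 in edgeR's quasi-likelihood test and 18 did not pass, and 15 were lower when adjusted over the list alone. All 21 had a log2 fold change below 0, with a median of -0.45. Gap43, which encodes a growth cone protein, fell from 523 ± 6.74 to 204 ± 46.4 CPM (SD, n = 2; log2 fold change -1.36, standard error 0.16, adjusted p = 0.0231). The neurofilament genes Nefl (-1.24, adjusted p = 0.0183 in the same test) and Nefm (-1.09, adjusted p = 0.0254) fell too, with some uncertainty because their exons overlap on opposite strands. Tested with camera, which compares a list with all other tested genes at a preset correlation of 0.01 between genes, the postmitotic neuron list was lower (adjusted p = 5.06e-10, and adjusted p = 0.622 with an estimated correlation). All 23 tested genes of cholesterol synthesis had a log2 fold change below 0 (median -0.43). Hmgcs1, which makes HMG-CoA, fell from 469 ± 9.38 to 271 ± 32.0 CPM (log2 fold change -0.79, adjusted p = 0.0348 in edgeR's quasi-likelihood test) and Fdps, which makes farnesyl diphosphate, fell from 120.4 ± 9.32 to 76.7 ± 0.850 CPM (-0.65, adjusted p = 0.0361), with some uncertainty because 12.1% of the exonic length of Hmgcs1 overlaps a gene on the other strand and 26.7% of that of Fdps a gene on the same strand. The other 21 did not pass, and 17 of the 23 were lower when adjusted over the list alone (camera adjusted p = 2.36e-11, and adjusted p = 0.622 with an estimated correlation). Of 13 tested genes of mature granule neurons, Cadps2, which acts in the release of dense-core vesicles, fell from 442 ± 21.9 to 76.2 ± 22.8 CPM (log2 fold change -2.54, standard error 0.22, adjusted p = 0.0134 in edgeR's quasi-likelihood test), and Kcnd2 fell as well. In all, 3 fell and 10 did not pass, and 3 of the 13 were higher and 4 lower when adjusted over the list alone. The list had a median of 0.01, a mean of -0.21 and a camera adjusted p of 0.322 toward lower values. Of 15 tested transcription factors of the granule cell lineage, Nhlh1 fell (log2 fold change -0.60, adjusted p = 0.0467 in edgeR's quasi-likelihood test) and 14 did not pass, with 1 lower when adjusted over the list alone (camera adjusted p = 0.190). None of 29 tested genes of the cell cycle and DNA replication passed edgeR's test, 2 had an unadjusted p under 0.05, 1 passed in DESeq2, and 0 passed when adjusted over the list alone (camera adjusted p = 0.622). The topoisomerase gene Top2a was at 812 ± 148 CPM in control and 898 ± 104 CPM in cko GCps. Of 14 tested genes of the Sonic Hedgehog pathway, the cyclin gene Ccnd1 rose from 170.2 ± 31.2 to 304 ± 19.6 CPM (log2 fold change 0.84, standard error 0.14, adjusted p = 0.0474 in edgeR's quasi-likelihood test), with some uncertainty because 23.4% of its exonic length overlaps a gene on the other strand. The other 13 did not pass, and 5 were higher when adjusted over the list alone (median 0.25, camera adjusted p = 0.00459, and adjusted p = 0.703 with an estimated correlation). The call was lost without control replicate 1 for Hmgcs1 (adjusted p = 0.0673), Fdps (0.104), Kcnd2 (0.0698), Nhlh1 (0.256) and Ccnd1 (0.146). It was lost without control replicate 2 for Gap43 (adjusted p = 0.0600), Nefl (0.0814), Nefm (0.0850), Hmgcs1 (0.154), Fdps (0.0869), Kcnd2 (0.0754), Nhlh1 (0.146) and Ccnd1 (0.0569). Calls were also lost without cko replicate 1 for Fdps (adjusted p = 0.0767), Nhlh1 (0.0718) and Ccnd1 (0.122). Further calls were lost without cko replicate 2 for Nhlh1 (adjusted p = 0.0564) and Ccnd1 (0.0516). Cadps2 (adjusted p = 0.0612) and Kcnd2 (0.0679) did not pass with the replicate block. The Sonic Hedgehog list had an adjusted p of 0.0613 without control replicate 1, and the list of mature granule neurons one of 0.0383 without cko replicate 2. All lists were written after the study's table of called genes had been read, and it holds, for example, 13 of the 21 postmitotic neuron genes, 16 of the 23 cholesterol genes and 11 of the 17 endothelial markers, so counts and directions of the lists are not independent evidence.

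**Figure D2:**
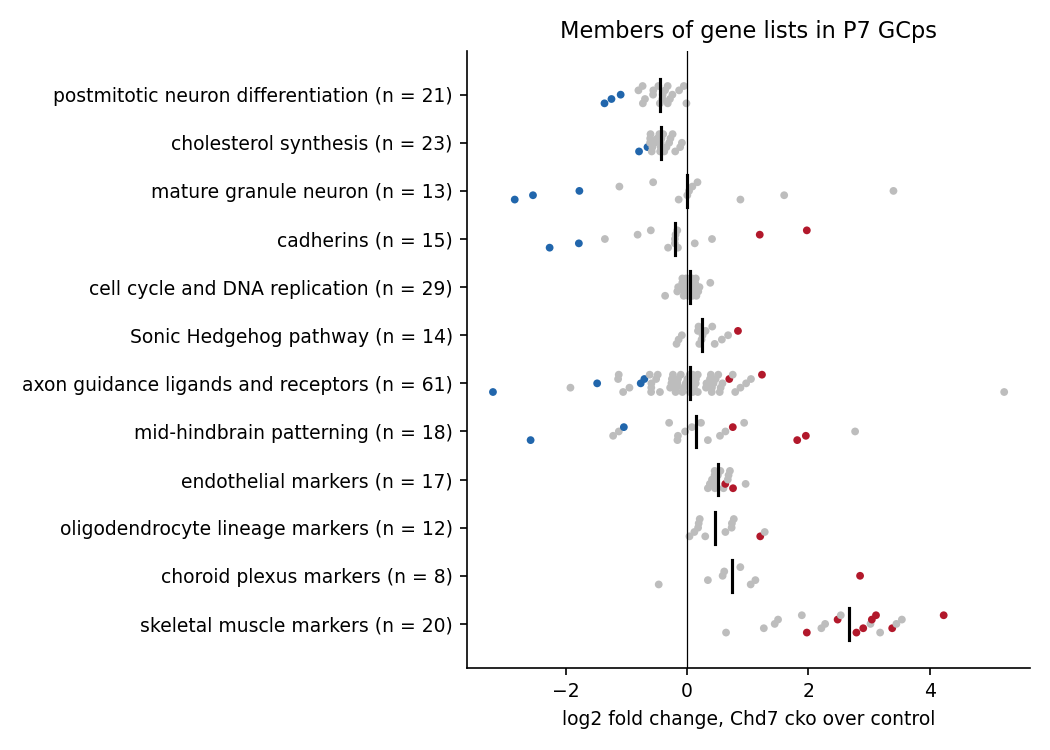
Log2 fold change between Chd7 cko and control P7 GCps (horizontal axis) of the tested members of 12 gene lists (vertical axis, number of tested members in parentheses), 1 point per gene. Blue points are lower and red points higher in cko GCps at an adjusted p under 0.05, gray points did not pass, and black bars are list medians, such as -0.45 for postmitotic neuron genes and 2.66 for skeletal muscle markers.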

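Single guidance, cadherin, patterning and glutamate receptor genes fell or rose in cko GCps, while most genes of these lists did not pass. Of 61 tested axon guidance ligands and receptors, 4 fell and 2 rose at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 55 did not pass, and 14 were lower and 12 higher when adjusted over the list alone (camera adjusted p = 0.897). Beside Sema3d, the semaphorin genes Sema3g (log2 fold change -1.48, adjusted p = 0.0343 in the same test) and Sema6a (-0.76, adjusted p = 0.0370) and the ephrin gene Efnb2 fell. Draxin, which encodes a secreted repulsive guidance protein, rose from 405 ± 0.234 to 657 ± 36.0 CPM (SD, n = 2; log2 fold change 0.70, standard error 0.10, adjusted p = 0.0348), and the netrin receptor gene Unc5d, named here after its values were seen, rose as well, from 3.94 and 3.63 CPM in the control to 7.86 and 9.98 CPM in the cko libraries (log2 fold change 1.23, standard error 0.19, adjusted p = 0.0380). Of 15 tested cadherins, Cdh10 (-2.26, adjusted p = 0.00551 in the same test) and Cdh7 (-1.78, adjusted p = 0.0370) fell, Cdh4 (1.20, adjusted p = 0.0150) and Cdh15 rose, and 11 did not pass. In this list 4 were lower and 3 higher when adjusted over the list alone (median -0.20, camera adjusted p = 0.0306 toward lower values, and adjusted p = 0.703 with an estimated correlation). Of 18 tested genes of mid-hindbrain patterning, Otx1, which encodes a homeodomain transcription factor, fell from 27.3 ± 2.46 to 4.58 ± 0.210 CPM (log2 fold change -2.58, standard error 0.14, adjusted p = 0.00238 in edgeR's quasi-likelihood test), and Irx5, named after its values were seen, fell as well (log2 fold change -1.04, adjusted p = 0.0449). Olig3, Pax3 (0.75, adjusted p = 0.0362) and the signaling ligand gene Wnt4 (1.82, adjusted p = 0.0362) rose, and 13 did not pass, with 3 lower and 6 higher when adjusted over the list alone (camera adjusted p = 0.622). Of 23 tested glutamate receptor genes, the AMPA receptor gene Gria2 fell from 120.4 ± 6.55 to 61.1 ± 0.442 CPM (log2 fold change -0.98, standard error 0.09, adjusted p = 0.0124 in edgeR's quasi-likelihood test), the kainate receptor gene Grik3 rose from 11.6 ± 1.17 to 35.6 ± 5.05 CPM (log2 fold change 1.62, standard error 0.15, adjusted p = 0.00960), and 21 did not pass. In this list 5 were lower and 4 higher when adjusted over the list alone, with a median of -0.14, a mean of 0.05 and a camera adjusted p of 0.308. The call was lost without control replicate 1 for Sema3d (adjusted p = 0.304), Efnb2 (0.0585), Sema6a (0.0572), Draxin (0.186), Unc5d (0.0597), Irx5 (0.134) and Pax3 (0.106). It was lost without control replicate 2 for Sema3d (adjusted p = 0.183), Efnb2 (0.212), Cdh15 (0.0600), Sema6a (0.167), Draxin (0.211), Unc5d (0.183), Cdh7 (0.117), Irx5 (0.202), Pax3 (0.0869) and Wnt4 (0.0586). Calls were also lost without cko replicate 1 for Efnb2 (adjusted p = 0.0610), Sema3g (0.117), Sema6a (0.0529), Cdh7 (0.102), Irx5 (0.0812) and Wnt4 (0.0599). Further calls were lost without cko replicate 2 for Sema3g (adjusted p = 0.0811) and Irx5 (0.0591). The cadherin list had an adjusted p of 0.208 without control replicate 2 and 0.241 without cko replicate 1.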

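Marker lists of several other cell types shifted in the cko libraries at a preset correlation between genes, but none passed with an estimated correlation. With 4 libraries the estimated version has few degrees of freedom, so it cannot tell whether correlated genes explain the shifts. Among these lists the estimate ranged from -0.0034 (oligodendrocyte lineage, adjusted p = 0.622) to 0.829 (stress genes, adjusted p = 0.703), against the preset 0.01. Of 20 tested skeletal muscle markers, 8 rose at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 12 did not pass, and all 20 were higher when adjusted over the list alone (median 2.66, camera adjusted p = 1.00e-17, and adjusted p = 0.622 with an estimated correlation). Myog, which encodes a transcription factor of muscle differentiation, rose from 0.364 ± 0.0714 to 3.00 ± 0.610 CPM (SD, n = 2; log2 fold change 3.04, standard error 0.30, adjusted p = 0.0129), and the troponin genes Tnnt1 (2.90, adjusted p = 0.0242 in the same test) and Tnni1 (3.38, adjusted p = 0.0313) rose with it. All 17 tested endothelial markers had a log2 fold change above 0 (median 0.51). The phosphatase gene Ptprb rose from 19.1 ± 1.09 to 32.4 ± 0.842 CPM (log2 fold change 0.76, adjusted p = 0.0348 in edgeR's quasi-likelihood test) and the organic anion transporter gene Slco1c1 rose from 33.4 ± 1.99 to 51.7 ± 0.426 CPM (0.63, adjusted p = 0.0415). The other 15 did not pass, and 15 of the 17 were higher when adjusted over the list alone (camera adjusted p = 6.95e-11, and adjusted p = 0.622 with an estimated correlation). Of 12 tested markers of the oligodendrocyte lineage, the transcription factor gene Olig2 rose from 3.01 ± 0.496 to 6.95 ± 0.0152 CPM (log2 fold change 1.21, adjusted p = 0.0415 in edgeR's quasi-likelihood test), 11 did not pass, and 3 were higher when adjusted over the list alone (median 0.47, camera adjusted p = 0.000536, and adjusted p = 0.622 with an estimated correlation). Of 8 tested choroid plexus markers, Clic6 rose and 7 did not pass, with 1 higher when adjusted over the list alone (median 0.75, camera adjusted p = 0.0496, and adjusted p = 0.703 with an estimated correlation). The choroid plexus transcript Ttr, named after its values were seen, was at 17.9 and 2.64 CPM in the control and 29.9 and 0.943 CPM in the cko libraries. Of 13 tested markers of meningeal fibroblasts, Loxl1, which acts on elastic fibers, rose from 29.0 ± 5.76 to 74.0 ± 0.182 CPM (log2 fold change 1.35, standard error 0.15, adjusted p = 0.0155 in edgeR's quasi-likelihood test), Islr rose too (1.31, adjusted p = 0.0204), and 11 did not pass, with 4 higher when adjusted over the list alone (camera adjusted p = 0.176). Of 13 tested markers of astrocytes and Bergmann glia, none passed edgeR's test, 6 had an unadjusted p under 0.05, 4 passed in DESeq2, and 5 were lower when adjusted over the list alone (median -0.21, camera adjusted p = 0.0109, and adjusted p = 0.622 with an estimated correlation). Of 17 tested immediate early and stress genes, none passed edgeR's test or when adjusted over the list alone, 2 had an unadjusted p under 0.05 and 2 passed in DESeq2 (median -0.45, camera adjusted p = 0.000650, and adjusted p = 0.703 with an estimated correlation). Their most highly expressed member, Jun, was at 1052 and 973 CPM in the control and 670.3 and 979 CPM in the cko libraries (log2 fold change -0.30, adjusted p = 0.591), and that of the astrocyte list, Sparcl1, at 391 ± 19.4 CPM in control and 381 ± 10.4 CPM in cko GCps (-0.04, adjusted p = 0.922). Without 1 library, the adjusted p was 0.755 for the stress list and 0.370 for the choroid plexus list (cko replicate 1), 0.0715 for the astrocyte list and 0.312 for the choroid plexus list (control replicate 2), 0.0549 for the oligodendrocyte list (cko replicate 2), and 0.0403 for the meningeal list (control replicate 1). The call was lost without control replicate 1 for Ptprb (adjusted p = 0.0585), Slco1c1 (0.0871) and Olig2 (0.146). It was lost without control replicate 2 for Tnnt1 (adjusted p = 0.0888), Tnni1 (0.0869), Ptprb (0.201), Slco1c1 (0.256) and Olig2 (0.119). Calls were also lost without cko replicate 1 for Slco1c1 (adjusted p = 0.0619) and Olig2 (0.0718).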

Nearly equal numbers of genes were downregulated (*n* = 435) or upregulated (*n* = 446) (Figure 5A and Supplemental Table 2).

This experiment revealed significant downregulation of the *Reln* gene (labeled in blue in Figure 5A). 

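Reln (ENSMUSG00000042453), which encodes the secreted glycoprotein reelin, was at 783 and 792 CPM in the control libraries and at 331 and 335 CPM in the cko libraries. The means were 788 ± 6.68 CPM in control and 333 ± 2.76 CPM in cko GCps (SD, n = 2 libraries each), a log2 fold change of -1.24 (standard error 0.10, adjusted p = 0.00710 from edgeR's quasi-likelihood test). The difference was larger than the spread between libraries of a genotype. Reln lies on chromosome 5 of GRCm38 (mm10) from 21884454 to 22344702. The counts sum all of its exons, whereas the paper's in situ probe lies in exon 65 of 65 and its RT-qPCR primers in exons 5 and 6. Of 19 tested genes of the reelin pathway, Reln and Efnb2 fell, Lrpap1, which encodes a chaperone of lipoprotein receptors, rose from 109 ± 4.02 to 170.0 ± 4.73 CPM (log2 fold change 0.64, adjusted p = 0.0348 in edgeR's quasi-likelihood test), and 16 did not pass. Adjusted over the list alone, 3 were lower and 2 higher (camera adjusted p = 0.385). Dab1, which encodes the intracellular adaptor of the reelin signal, was at 11.1 ± 2.22 CPM in control and 10.7 ± 0.581 CPM in cko GCps (log2 fold change -0.06, adjusted p = 0.943 in the same test). The paper's increase is of DAB-1 protein, in PCs and in cerebellar immunoblots, so the transcript in purified GCps does not test it. Without control replicate 2, the adjusted p of Lrpap1 was 0.191, and without control replicate 1 it was 0.0868. The Reln call held without each library in turn. From the lower Reln expression and the pronounced cerebellar hypoplasia that goes with homozygous mutation of the gene, the paper raises the possibility that Reln downregulation might contribute to the hypoplasia of the cko mutants.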

Homozygous mutation of the *RELN* gene is associated with pronounced cerebellar hypoplasia in humans and mice (19, 39), suggesting that *Reln* downregulation might contribute to cerebellar hypoplasia in *Chd7* cko mutants. In situ hybridization studies revealed a subtle reduction of *Reln* expression in the EGL already at E14.5 (Figure 5, D and E), E18.5 (Figure 5, F and G), and substantial downregulation in *Chd7*-deficient GCps in the anterior and central cerebellum at P1 (Figure 5, H and I) and P7 (Figure 5, J and K). In agreement with the efficient deletion of *Chd7* throughout the lateral cerebellum (Supplemental Figure 3J), *Reln* expression was strongly downregulated in cerebellar hemispheres (Figure 5, L and M). Quantitative RT-PCR analysis showed that *Reln* expression was reduced by over 50% in cko GCps, compared with control GCps (Figure 5N). RELN signaling is associated with the degradation of the intracellular protein DAB-1 (21, 40–42), and therefore, reduced RELN signaling should result in increased levels of DAB-1 protein. Immunostaining with a DAB-1–specific antibody revealed a clear upregulation of DAB-1 protein in PCs in the anterior and central vermis lobules and hemispheres of *Chd7* cko cerebella (Figure 5, S–V), compared with lobule X (Figure 5W) and control cerebella (Figure 5, O–R). These findings were corroborated by immunoblotting, which also revealed increased DAB-1 protein in the cko cerebellum, compared with the control cerebellum (Figure 5, X and Y). These observations confirmed that *Reln* downregulation was sufficient to cause a substantial reduction in RELN signaling in the developing cerebellum and identify CHD7 as an important regulator of *Reln* gene expression and signaling levels in the developing cerebellum.

### Reduced RELN signaling contributes to cerebellar hypoplasia in Chd7 cko mice.

To test whether reduced RELN signaling was responsible for cerebellar hypoplasia in *Chd7* cko mice, we sought to rescue this phenotype by increasing *Reln* expression in these mutants in vivo. For this purpose, we used a nestin-*Reln* transgenic mouse (*RelnTG*) reported to misexpress *Reln* throughout the developing cerebellum at 10%–20% of WT levels until P5 (43). Despite its low, transient, and ectopic expression, this transgene was capable of partially rescuing the cerebellar hypoplasia in homozygous reeler mice (43). We therefore generated *Math1-Cre Chd7^fl/fl^ RelnTG* (referred to as reln-rescue) mice. We first asked whether the transgene could normalize the GCp proliferation defect observed in *Chd7* cko mutants at P1 (Figure 6, A–D). The defect was fully corrected in reln-rescue mice (Figure 6D). To examine whether transient transgenic *Reln* expression had any lasting effect on the size of these central cerebellar lobules, P21 cerebella were examined. As *Chd7* is not deleted (Supplemental Figure 3, H and R) and *Reln* expression is not altered (Figure 5K) in lobule X as a result of the inefficiency of the *Math1-Cre* transgene in the posterior cerebellum, we measured the size of the central lobules as a fraction of lobule X as internal control. This analysis revealed a significant increase in the relative size of the central lobules VI–VII in female reln-rescue mice, compared with *Chd7* cko mice (Figure 6, E, F, and K). By contrast, *RelnTG* expression did not significantly increase the size of the central lobules in male mice (Figure 6, G, H, and K). Control *RelnTG* mice had a normal cerebellar size and morphology (Figure 6, I–K). The relative size of anterior lobules (I–V) was not rescued by *RelnTG* expression (Figure 6L), consistent with the lack of significant effect on GCp proliferation here (Figure 6D). Quantification of *Reln* transcript levels in E18.5 cerebella confirmed an almost 2-fold upregulation of *Reln* transcripts in *RelnTG* mice compared with mutants (Figure 6M), consistent with the near-complete rescue of proliferation at P1 (Figure 6D). Importantly, there was no difference in *Reln* levels between male and female cko cerebella, indicating that sex differences in *Reln* expression levels could not explain the sex-specific rescue effects seen (Figure 6M). In summary, our genetic studies confirmed that reduced *Reln* expression significantly contributes to the proliferation deficit of *Chd7*-deficient GCps in central cerebellar lobules and may affect cerebellar growth in a sex-specific manner.

### CHD7 is required for the maintenance of DNA accessibility at the Reln promoter.

CHD7 is thought to function primarily by modulating DNA accessibility at developmental regulatory elements through its ATP-dependent chromatin remodeling activity. We hypothesized that CHD7 assists in the maintenance of an “open,” accessible chromatin structure at CHD7-regulated regulatory elements in primary GCps. To address this question, DNA accessibility in control and *Chd7* cko GCps was compared using an assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-Seq) (44). In total, 142,047 ATAC-Seq peaks, i.e., regions where the DNA is accessible to transposase, were identified in the control cells (Supplemental Table 3). We compared the ability of ATAC-Seq to identify regions of accessible DNA with DNase I hypersensitive sites sequencing (DNase-Seq) data recently published from GCps (45). Our analysis of DNase-Seq data identified 50,022 accessible peaks in P7 GCps, 88% (43,782) of which were within 100 bp of an ATAC-Seq peak, indicating that ATAC-Seq can reliably identify accessible regions.

Having validated the ATAC-Seq approach, we asked whether DNA accessibility was significantly altered at any of these regions in *Chd7*-deficient GCps. We identified 4,921 regions that showed significantly reduced DNA accessibility in *Chd7*-deficient GCps (CTRL/KO, Figure 7A), and only 210 regions with increased accessibility (KO/CTRL, Figure 7A). This finding suggested that CHD7 primarily functions in the maintenance of open, accessible chromatin states in the genome.

Next, we determined whether any of these differentially regulated regions were in close vicinity of differentially expressed genes. Four hundred seventy-two (9.6%) of the peaks with reduced accessibility mapped to a location within 1 kb of a differentially expressed gene identified by RNA-Seq. Of these regions, 333 (70.6%) and 139 (29.4%) were located within 1 kb of a downregulated and upregulated gene, respectively. Thus, although there appears to be some association of downregulated gene expression with reduced DNA accessibility, this is by no means absolute. 

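The study lists 136 genes within 1 kb of an ATAC-Seq peak with changed accessibility, in 4 lists, of which only the gene names were used, since the first columns of 1 list hold gene spans rather than peaks. Of 64 genes it lists as downregulated near a peak with reduced accessibility, 26 were lower and 0 higher in cko GCps at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with a median log2 fold change of -0.88. Among them, Slc35f4 fell from 3.14 ± 0.206 to 0.291 ± 0.0659 CPM (SD, n = 2; log2 fold change -3.41, standard error 0.29, adjusted p = 0.00847) and Pcsk2, which encodes a prohormone convertase, fell from 36.9 ± 2.75 to 16.4 ± 0.811 CPM (log2 fold change -1.17, standard error 0.12, adjusted p = 0.0129), beside Otx1. Of 55 genes listed as upregulated near a peak with reduced accessibility, 17 were higher and 0 lower (median log2 fold change 0.80), among them Nos1, the neuronal nitric oxide synthase gene, which rose from 18.9 ± 0.637 to 68.0 ± 2.10 CPM (log2 fold change 1.85, standard error 0.10, adjusted p = 0.00238 in the same test), and the synaptotagmin gene Syt13, which rose from 51.1 ± 7.63 to 139.9 ± 8.35 CPM (log2 fold change 1.45, standard error 0.13, adjusted p = 0.00957). Near peaks with increased accessibility, 4 of 9 genes listed as downregulated were lower, with Cadps2 and Elmo1 (-0.87, adjusted p = 0.0259) among them (median log2 fold change -0.89), and 6 of 9 listed as upregulated were higher, with Rbms3 (0.99, adjusted p = 0.0223) and the lipid transporter gene Abca1 (0.68, adjusted p = 0.0360) among them (median log2 fold change 0.99). The genes named here were chosen after their values were seen, except Otx1 and Cadps2. The call was lost without control replicate 1 for Abca1 (adjusted p = 0.0583). It was lost without control replicate 2 for Pcsk2 (adjusted p = 0.0541), Elmo1 (0.0869), Rbms3 (0.112) and Abca1 (0.183). Calls were also lost without cko replicate 1 for Abca1 (adjusted p = 0.0617). The study chose these genes as differentially expressed in the same libraries, so their direction is not independent evidence, and the ATAC-Seq libraries were not analysed here. Reln is in 0 of the 4 lists, although the paper reports reduced accessibility at putative regulatory elements of its locus. Counting each gene once, 52 of the 136 passed, against 18 without control replicate 2, 80 without cko replicate 2 and 134 in DESeq2.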

A similar observation was made for regions that showed increased accessibility in cko cells. Of the 210 peaks, 20 (9.5%) mapped to a location within 1 kb of a differentially expressed gene. Of these peaks, 11 (55%) and 9 (45%) were within 1 kb of a downregulated and upregulated gene, respectively.

Finally, we asked whether the accessibility of any potential regulatory elements at the *Reln* locus was altered in *Chd7*-deficient GCps. A direct comparison of DNase-Seq and ATAC-Seq profiles over the *Reln* locus (Figure 7B) clearly showed the superiority of the ATAC-Seq approach in being able to unambiguously identify regions of DNA accessibility. A statistically significant reduction in DNA accessibility was evident at 6 putative regulatory elements at the *Reln* locus (blue stars, Figure 7B). As examples of regions with reduced DNA accessibility, zoomed-in views of a region in intron 8 and 127 kb upstream of the transcriptional start site are shown (Figure 7C). Although accessibility at the *Reln* transcriptional start site also appears to be reduced, these changes did not reach statistical significance. Finally, we confirmed that these regions were positive for the H3K4me1 histone modification, a marker of regulatory regions to which CHD7 can be recruited (8). Thus, our findings are consistent with a model whereby CHD7 is recruited to regulatory elements at the *Reln* locus, where it directly modulates chromatin structure. Together, these observations suggest a crucial role for CHD7 in maintaining an accessible, “open” chromatin structure throughout the genome and at the *Reln* locus.

## Discussion

In this article we define an important role for CHD7 in the expansion of the GCp pool in the perinatal cerebellum. Together with our previous work (11), we conclude that CHD7 controls cerebellar growth at 2 distinct stages of cerebellar development. CHD7 is essential for the maintenance of rhombomere 1 identity and *Fgf8* expression in the embryonic isthmus organizer, with disruption of the latter predisposing the embryo to cerebellar vermis hypoplasia. In this article, we show that CHD7 expression becomes localized to cerebellar GCps where it regulates GCp proliferation and survival. CHD7 deletion from GCps as well as PC progenitors in the VZ from E12.5 with nestin-*Cre* resulted in a more severe phenotype, potentially implicating CHD7 expression in the VZ in cerebellar development. *Chd7* gene deletion specifically in the cerebellar VZ using *Ptf1a-Cre* will be necessary to address this possibility directly. We show that reduced RELN signaling in CHD7-deficient GCps can partially account for the cerebellar hypoplasia. The *RelnTG* line we used in these experiments does not express the *Reln* transgene past P5, likely explaining the limited phenotypic rescue achieved by P21. Nevertheless, the possibility that other genes deregulated in CHD7-deficient GCps also contribute to reduced GCp expansion remains likely.

The exact mechanism whereby reduced RELN signaling results in GCp proliferation defects is not known. In homozygous reeler (*Reln^rl/rl^*) mutants, PC migration from the VZ is disrupted, presumably leading to a deficit in PC-derived mitogenic signals (23). PC positioning is abnormal in our mutants, especially in the cerebellar hemispheres, suggesting that PC disruption may contribute to the hypoplastic phenotype. Expression analysis of several genes transcriptionally regulated by SHH signaling (*Gli1*, *Ptch1*, and *Mycn*) by in situ hybridization and quantitative RT-PCR revealed no significant downregulation in their expression, suggesting that PC disruption in our mutants may affect GCp proliferation in an SHH-independent manner. Alternatively, PC defects may not be responsible for GCp proliferation defects, and RELN downregulation may affect GCp proliferation in a cell-autonomous manner. 

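Transcripts of the genes for ApoER2 (Lrp8), VLDLR (Vldlr) and ephrins B1, B2 and B3 (Efnb1, Efnb2 and Efnb3) were each above 5 CPM in all 4 P7 GCp libraries. The same libraries held markers of astrocytes (Slc1a3, 251 to 384 CPM), oligodendrocytes (Mbp, 128 to 157 CPM) and endothelium (Kdr, 45.5 to 85.3 CPM). Which cells made the receptor transcripts therefore cannot be told from these counts. Lrp8 (chromosome 4, 107802261 to 107876840 in mm10) was at 39.6 ± 0.0331 CPM in control and 58.2 ± 2.63 CPM in cko GCps (SD, n = 2), which did not pass edgeR's quasi-likelihood test (log2 fold change 0.55, standard error 0.10, adjusted p = 0.0516). Vldlr (chromosome 19, 27216484 to 27254231) was the least expressed of the 5, at 13.9 ± 1.90 CPM in control and 17.5 ± 2.81 CPM in cko GCps (log2 fold change 0.34, adjusted p = 0.480 in the same test). Efnb1 (chromosome X, 99136130 to 99148991) was at 32.2 ± 2.91 and 32.4 ± 0.209 CPM (log2 fold change 0.01, standard error 0.11, adjusted p = 0.992 in the same test) and Efnb3 (chromosome 11, 69554092 to 69560205) at 21.8 ± 1.42 and 24.2 ± 0.686 CPM (log2 fold change 0.15, adjusted p = 0.675). Efnb2 (chromosome 8, 8617434 to 8661242) fell from 39.1 ± 2.05 to 24.1 ± 0.168 CPM (log2 fold change -0.70, standard error 0.11, adjusted p = 0.0369 in edgeR's quasi-likelihood test). Ranked by average expression among the tested genes, they stood at percentiles 70.4 (Lrp8), 47.8 (Vldlr), 60.9 (Efnb1), 60.4 (Efnb2) and 54.3 (Efnb3). Efnb2 did not pass without control replicate 1 (adjusted p = 0.0585), control replicate 2 (0.212) or cko replicate 1 (0.0610). Lrp8 passed without cko replicate 2 (adjusted p = 0.0408) and in DESeq2 (adjusted p = 0.000232), among other settings, and its adjusted p without the other libraries ranged up to 0.273.

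**Figure D3:**
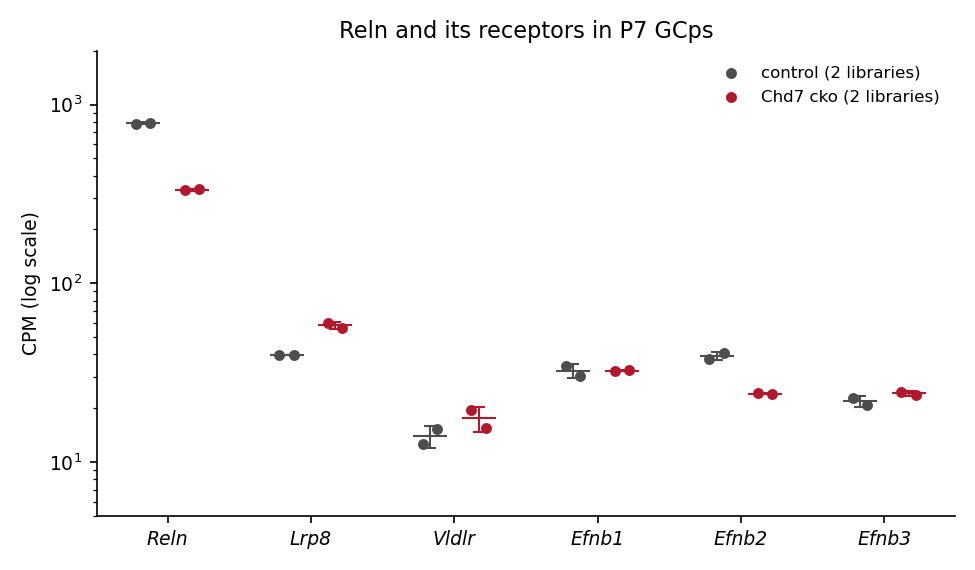
Expression of Reln and of the 5 receptor genes in P7 GCps in CPM on a log scale (vertical axis), 1 point per library, with the mean and SD of the 2 libraries of each genotype as horizontal and vertical bars. Control libraries are gray and cko libraries red; Vldlr has the lowest means, 13.9 CPM in control and 17.5 CPM in cko GCps.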

Consistent with this latter possibility, transcripts encoding the RELN receptors ApoER2, VLDLR, and ephrin B1, B2, and B3 are present in GCps (RNA-Seq data, Supplemental Table 2). GCp-specific deletion of *Reln* and combinations of genes encoding the different RELN receptor genes will be necessary to examine this possibility.

The finding that increased *Reln* expression had a significant effect on the size of the central lobules in female cko mice, but not males (Figure 6K), suggested that perhaps female mice were more sensitive to changes in *Reln* expression. Interestingly, sex-genotype interactions appear to be important in the expression of psychiatric diseases associated with *RELN*. Specifically, genome-wide association studies have identified common variants in the *RELN* gene that increase the risk of schizophrenia and bipolar disorder only in women (46, 47). Sex-specific differences in the anatomical and behavioral phenotype of heterozygous reeler mice (*Reln^rl/+^*) have also been reported (48). PC degeneration has been identified from postnatal day 15 in male *Reln^rl/+^* mice, and motor dysfunction has been reported in adult males (49, 50). Reduced *Reln* expression and neuroactive steroid levels appear to be critical in the pathophysiology of the *Reln^rl/+^* phenotype, since administration of 17β-estradiol protects against PC degeneration in males (49). Taken together, these studies are indicative of a complex interplay between RELN signaling and sex hormones during cerebellar development. In the present study, we ruled out a simple model whereby *Reln* gene expression in GCps differs in the 2 sexes (Figure 6M).

We report here that adult GCp-specific *Chd7* cko mutant mice with cerebellar hypoplasia exhibit a range of behavioral deficits. The identification of developmental motor delay and mild motor deficits in these animals implies that cerebellar hypoplasia may underlie some of these features in CHARGE syndrome patients. We propose that clinical studies to assess and compare the severity of motor delay and coordination deficits in CHARGE syndrome patients with or without cerebellar hypoplasia will be important to delineate the contribution of cerebellar defects to these deficits. Our findings may also have implications for understanding other clinical features of CHARGE syndrome. 

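Sema3a, which encodes a secreted repulsive guidance cue, was at 5.08 ± 0.502 CPM in control and 2.45 ± 0.554 CPM in cko GCps (SD, n = 2), a log2 fold change of -1.05 (standard error 0.23) that did not pass edgeR's quasi-likelihood test (adjusted p = 0.0964). It lies on chromosome 5 of mm10 from 13125414 to 13602565. Of 14 tested genes linked to CHD7 in other tissues, none passed that test, 3 had an unadjusted p under 0.05, 1 passed in DESeq2, and 1, Sema3a, was lower when adjusted over the list alone. The list had a median log2 fold change of 0.19 and a mean of 0.01 (camera adjusted p = 0.872). Its most highly expressed member, Sox4, was at 182 ± 25.8 CPM in control and 165 ± 3.24 CPM in cko GCps (log2 fold change -0.13, adjusted p = 0.727 in edgeR's test), with some uncertainty because 54.6% of its exonic length overlaps a gene on the other strand. Sema3e, named like the next genes after its values were seen, had a log2 fold change of -0.61 (standard error 0.32, adjusted p = 0.503), the receptor gene Fgfr1 of -0.38 (adjusted p = 0.167) and Sox9 of 0.15 (adjusted p = 0.674). The call of Sema3a depended on the setting: its adjusted p was 0.0439 without cko replicate 2 and 0.365 without control replicate 2, and 0.00925 in DESeq2, within a range of 0.00588 to 0.365 over all settings.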

We note that several CHD7-regulated genes implicated in other cell types and tissues affected in CHARGE syndrome (e.g., *Sema3a*, neural crest; ref. 51) are also dysregulated in GCps, perhaps indicative of common gene regulatory mechanisms in different developmental contexts.

Interestingly, we detected no deficits in social behavior in these mutants. This finding is important to consider in the context of cerebellar anomalies described in patients diagnosed with autism. For example, hypoplasia of the central vermis lobules VI–VII has been reported in autism spectrum disorder (ASD) cases (52, 53). Our data suggest that marked hypoplasia of the central cerebellar lobules, associated with reduced PC numbers in these lobules, is not sufficient to cause social deficits in mice. This conclusion has to be tempered by consideration of several caveats. First, mouse models might not be ideal for addressing this question, as the nature of cerebellar–prefrontal cortex connections may be qualitatively or quantitatively different from that in primates and humans (12). Second, the behavioral tests used to evaluate social investigations in mice may not be sensitive enough to detect appropriate changes in behavior. Another neuroanatomical anomaly frequently reported in the context of ASD is the reduction in PC number in postmortem brain samples from ASD patients (reviewed in ref. 54). It was reported recently that conditional deletion of the *Tsc1* gene from cerebellar PCs alone was sufficient to cause autism-like behaviors in a mouse model (55). Our data indicate that a reduction in PC number as a consequence of disruption of the normal developmental process is, by itself, not sufficient to cause autism-like social behaviors in mice.

A number of nucleosome remodeling factors appear to be critical for normal brain development, and mutations that disrupt their normal function are associated with neurodevelopmental disorders (56). Identifying the changes in chromatin structure that result from disrupted function of these factors is an important step toward understanding the mechanisms that underlie these conditions. The prevailing model for CHD7 function is that CHD7 remodels chromatin by sliding nucleosomes along chromatin to modulate DNA accessibility at key developmental regulatory elements (57). We identified a striking reduction in DNA accessibility throughout the genome in CHD7-deficient cells, consistent with a role for CHD7 in the maintenance of regions of open, accessible chromatin. This finding is in keeping with the activity of the CHD7 homolog, kismet, that was operationally identified as a Trithorax family member that functions as an antagonist of Polycomb factors (58), which promote chromatin compaction and gene repression (59).

In conclusion, we have defined a critical role for CHD7 in cerebellar GCp expansion and identified CHD7 as a regulator of *Reln* gene expression, thereby linking CHD7 to a pathway associated with cerebellar hypoplasia and neuropsychiatric disease in humans. Behavioral analyses of GCp-specific mouse mutants revealed important impacts of cerebellar hypoplasia on motor development and function. These findings have implications for understanding the neurodevelopmental basis of motor delay in CHARGE syndrome. Intriguingly, our data do not support a view where cerebellar hypoplasia per se is sufficient to cause behavioral deficits in the social domain, at least not in mouse models. Finally, we identify a crucial molecular function of CHD7 in the maintenance of open, accessible chromatin in primary neuronal progenitors.

## Methods

### Mice.

The *Chd7^flox^* (28), nestin-*Reln* transgenic (*RelnTG*) (43), *Math1-Cre* (30), and nestin-*Cre* (29) mouse lines, provided by Pete Scambler (Institute of Child Health, London, United Kingdom), Tom Curran (Children’s Hospital of Philadelphia, Philadelphia, Pennsylvania, USA), David Rowitch (UCSF, San Francisco, California, USA), and Gill Bates (University College London, London, United Kingdom), respectively, were genotyped by PCR using tail or ear DNA. Mouse lines were backcrossed with C57BL/6J mice for at least 3 generations. Conditional neural-specific mutants were obtained from nestin-*Cre Chd7^fl/+^* × *Chd7^fl/fl^* matings. Conditional GCp-specific mutants were obtained from *Math1-Cre Chd7^fl/fl^* × *Chd7^fl/fl^* matings. For behavioral tests, sex-balanced matings were used to produce animals for testing to control for any sex-specific parental genotype effects. Juvenile (3-week-old) C57BL/6J mice used as conspecifics were purchased from Charles River Laboratories and group-housed by sex.

Mice were bred in the Biological Services Unit at Guy’s Campus or the Institute of Psychiatry, Psychology & Neuroscience, King’s College London.

### Histology.

Samples were dissected in PBS, fixed overnight in 4% paraformaldehyde (PFA) at 4°C, dehydrated, and embedded in paraffin wax. Serial, sagittal sections were cut at 10 μm and left to dry overnight at 42°C.

### Volumetric analysis and PC counts.

The surface area of serial, Cresyl violet (0.1%)–stained sections was measured in ImageJ (NIH) and the vermis volume calculated by multiplication of the total surface area by the section thickness (10 μm). PCs were counted in 5 separate, nonadjacent 10-μm vermis sections (3 cerebella per genotype) in H&E-stained sections.

### Immunohistochemistry.

Sections were deparaffinized in xylene and rehydrated, heated in a sodium citrate buffer (pH 6.0), permeabilized in 0.2% Triton X in PBS (PBSTx), and blocked in 10% heat-inactivated goat serum (GS) in PBSTx for 1 hour before incubation in primary antibody in 5% GS-PBSTx overnight at 4°C. Antibodies were: rabbit anti–DAB-1 (1:150; Sigma-Aldrich, D1569), rabbit anti–Purkinje cell protein 2 (anti-PCP2) (1:200; gift from Brad Denker, Harvard University, Boston, Massachusetts, USA), mouse anti-BrdU (1:100; BD Biosciences 347580), and cleaved caspase-3 (Asp 175) (1:150; Cell Signaling Technology 9661). For DAB-1 and PCP2 detection, sections were incubated with Alexa Fluor–labeled secondary antibodies (1:200; Life Technologies) and counterstained with DAPI. Slides were mounted with Citifluor (Citifluor Ltd.), and fluorescent images were captured using a Nikon Eclipse 80i microscope with a Nikon Y-QT Hamamatsu C4742-95 camera. For BrdU and cleaved caspase antibodies, sections were incubated with polyclonal goat anti-mouse or goat anti-rabbit biotinylated secondary antibody (1:200; Dako) for 1 hour. Signal was amplified using the VECTASTAIN Avidin/Biotin Complex (ABC) kit (1:200; Vector Laboratories Ltd.), and visualized with 3,3′-diaminobenzidine substrate (0.03%; Sigma-Aldrich). Sections were then counterstained with hematoxylin (30 seconds), dehydrated, mounted in DPX, and imaged with a Nikon Eclipse 80i.

### BrdU.

Pregnant females or pups were given 1 i.p. injection of 50 mg/kg or 20 mg/kg 5′-bromo-2′-deoxyuridine (BrdU), respectively. Mice were sacrificed 1 hour later, and brains were fixed with 4% PFA overnight at 4°C, washed in PBS, and processed as described above. The BrdU labeling index was calculated by counting of the number of BrdU-labeled cells and the total number of cells in the EGL in 100-by-100-μm areas (2–3 fields per lobule) using a Nikon Eclipse 80i microscope. The BrdU-positive GCps were then plotted as a fraction of the total number of GCps per lobule.

### Western blot.

P7 cerebella were dissected in PBS and lobules IX and X separated from lobules I–VIII. Tissue was lysed in 8 M urea, 1% CHAPS, 50 mM Tris (pH 7.9) followed by the removal of DNA by centrifugation. Proteins (10 μg per lane) were resolved on a Mini-PROTEAN precast gel (Bio-Rad, United Kingdom) and transferred to a nitrocellulose membrane (Bio-Rad, United Kingdom). After blocking with 0.5% nonfat milk powder in TBS with 0.5% Tween-20 (TBST), the membrane was incubated with primary antibodies (rabbit anti–DAB-1 [C-terminal], Sigma-Aldrich, D1569, 1:5,000; rabbit anti-GAPDH, Abcam, ab181602, 1:10,000) in 5% BSA, TBST overnight at 4°C. After washing and incubation with HRP-conjugated secondary antibody (Millipore) for 1 hour at room temperature, HRP conjugates were detected using Clarity Western ECL reagent (Bio-Rad). Gels were visualized on a Bio-Rad gel doc system and images analyzed with Image Lab (Bio-Rad) and prepared using Adobe Photoshop.

### In situ hybridization.

In situ hybridization was performed using standard methods (60). DNA templates were produced by PCR amplification from mouse genomic DNA. The PCR primers used were: *Chd7* (exon3) forward 5′-TTGGTAAAGATGACTTCCCTGGTG-3′, reverse 5′-GTTTTGGCGTGACAGTTTTTGC-3′; *Reln* (exon 65) forward 5′-CAACAGAAGACGAAGGTCGCTTAG-3′, reverse 5′-ACAAGTAGGTCAAAGTCCAGCAGC-3′. Digoxigenin-labeled antisense probes for *Chd7* and *Reln* were produced by in vitro transcription using a DIG RNA labeling kit with T7 RNA polymerase (Roche).

### GCp purification and quantitative PCR.

P7 cerebella were dissected in DPBS (Gibco), and lobules IX and X were removed. The cerebella of the individuals from each genotype were pooled. Cells were dissociated using Papain I (100 U; Worthington) followed by trituration. Granule cell precursors were isolated by Percoll fractionation with a 35% and 65% Percoll gradient (Sigma-Aldrich) as previously described (14).

Total RNA was extracted from the purified granule cells of 3 samples of each genotype using Trizol (Invitrogen). cDNA was synthesized from 200 ng of RNA using the nanoScript 2 Reverse Transcription kit (Primerdesign Ltd.) with random hexamer primers. Quantitative RT-PCR was performed on a Stratagene Mx3000P (Agilent Technologies) using the Precision qPCR master mix with SYBR Green (Primerdesign Ltd.). All reactions were run in triplicate, and first-strand DNA synthesis reactions without reverse transcriptase were used as controls. The quantification cycle (Cq) threshold values were normalized to the housekeeping gene *Gapdh* to calculate the ΔCq value and the ΔΔCq calculated relative to the control sample. The primer sequences were: *Chd7* forward 5′-TCACCAGCCTTGGGCACAACTC-3′, reverse 5′-TAGCTGAGCGTTCTGTGCGCTG-3′; *Reln* forward 5′-TTACTCGCACCTTGCTGAAAT-3′, reverse 5′-CAGTTGCTGGTAGGAGTCAAAG-3′; *Gapdh* forward 5′-AGGTCGGTGTGAACGGATTTG-3′, reverse 5′-TGTAGACCATGTAGTTGAGGTCA-3′.

### RNA-Seq.

GCps were purified from P7 control (*Chd7^fl/+^*) and cko (*Math1-Cre Chd7^fl/fl^*) mice as described above. Total RNA was extracted from freshly isolated cells (5 × 10^6^ per cerebellum) with an Agilent Absolutely RNA miniprep kit (Agilent Technologies). RNA quality and integrity were assessed on a 2100 Bioanalyzer and 2200 Tapestation using an R6K screenTape (Agilent Technologies). After quantification on Qubit using Quant-iT RNA assay kit (Life Technologies), 2 μg total RNA was used from each sample for library preparation using an Illumina TruSeq kit. Libraries were resolved by agarose gel electrophoresis, and 250- to 550-bp DNA fragments were isolated and gel-purified with a Qiagen DNA gel extraction kit (Qiagen). Two libraries with unique barcodes were combined and sequenced per lane on a HiSeq2000 (Illumina) at the Biomedical Research Centre, King’s Health Partners (London, United Kingdom). RNA-Seq reads were aligned to the mouse reference genome (mm10) using TopHat (version 2.0.14) (61) with an expected inner distance between mate pairs of 150 bp and SD for the distribution on inner distances between mate pairs of 50 bp. The transcriptome index was created using Ensembl build 75. HTseq (version 0.6.1p1) (62) was used to estimate the number of reads (ftp://ftp.ensembl.org/pub/release-75/gtf/mus_musculus/). An intersection-strict mode was used and all reads with an alignment quality lower than 3 skipped. Differential expression was analyzed with DESeq2 1.8.1. (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Genes with an FDR less than 0.05 were considered differentially expressed. RNA-Seq, ChIP-Seq, and ATAC-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO 18162240).

### ChIP-Seq.

GCps were purified from P7 control (*Chd7^fl/+^*) mice as described above. Freshly isolated cells (2 × 10^7^ to 3 × 10^7^) of each genotype were fixed, chromatin isolated, and precipitated with an antibody against H3K4me1 (Abcam ab8895), and ChIP-Seq libraries were produced and sequenced as previously described (63). The ChIP DNA libraries were sequenced (50 bp, single-end) on an Illumina HiSeq 2000 sequencer at the New York University Genome Technology Center (New York, New York, USA). The reads were aligned to the mouse reference genome (mm10) using Bowtie (version 1.1.0), allowing only uniquely mapping reads, with an insert size of 1,000 bases. Default values were used for all other parameters. Following mapping, PCR duplicates were removed using the SAMtools “rmdup” command (64). Identification of enriched regions was performed by comparison of the ChIP to the input reads using MACS2 (2.1.0.20140616) (65), with a *P* value cutoff of 0.0001 and 3,90 as the model building parameters. The bedGraph output generated by MACS2 was used to visualize the ChIP and input signals.

### ATAC-Seq.

GCps were purified from P7 mice as described above. Intact nuclei were isolated (EZ Prep Nuclear Isolation Kit, Sigma-Aldrich) from 50,000 freshly isolated GCps of each genotype, and ATAC-Seq libraries were produced as previously described (44). Library quality was assessed on a 2100 Bioanalyzer and quantified using the KAPA library quantification kit (Kapa Biosystems). Six libraries were multiplexed (3 per genotype) and 75 bp paired-end reads were sequenced on a HiSeq4000 (Wellcome Trust Centre for Human Genetics, Oxford, United Kingdom). Reads were uniquely aligned to the mouse reference genome (mm10) using Bowtie (version 1.1.1) (66) with a maximum insert size for valid paired-end alignments of 2,000 and a maximum number of attempts of 200 to match an alignment for 1 mate with an alignment for the opposite mate. Peaks were called in 3 control replicates by comparing them to 3 cko samples and vice versa using MultiGPS (version 0.5) (67) with the minimum *q* value for reported peaks set at 0.05 and the mitochondrial genome excluded. The bedtools window function from BEDTools (version 2.17.0) (68) was used to identify ATAC-Seq peaks within 1,000 bp of differentially expressed genes (DEGs).

### DNase-Seq.

Raw reads were obtained from Frank et al. (45), and analyzed in the same way as the ATAC-Seq reads, except in the mapping step, where reads mapping with up to 4 locations were retained for further analysis.

### Heatmaps.

Reads that fell within ±500 bp of all changed ATAC-Seq peaks were plotted with ngs.plot.r (69), and regions were clustered according to the peak value of the first profile, using a global color scale across all plots.

### Behavioral tests.

Three batches of mice were used for testing of developmental milestones, recording of ultrasonic vocalizations, and testing of juvenile-adult behavior. For the juvenile-adult behavior, tests were carried out in the following order: juvenile social investigation, rotarod, open field, light/dark test, adult social investigation, 3-chamber social approach, marble burying, olfactory habituation/dishabituation, Morris water maze, and grip strength.

Using a battery of tests (70, 71), key behavioral milestones observed in mice prior to weaning (P2–P20) were used to assess core trajectories in the development of motor and sensory abilities (70) (see Supplemental Methods for detailed information). Ultrasonic vocalizations were recorded in pups across 3-minute sessions in response to social separation from the mother and siblings at P2, P4, P6, P8, and P12, in a dimly lit (<10 lux) soundproof chamber. The mean number of calls was used as a quantitative measure of communicative ability, as described previously (72). Motor coordination and learning were assessed on a rotating rod (Ugo Basile) as described previously (73) when the mice reached 42–45 days of age. The latency to fall for any particular day was calculated as the mean of 2 trials. Repetitive digging behavior to bury marbles was measured (74) in a dimly lit test room (<10 lux). Twelve blue glass marbles were arranged in a symmetrical 4-by-3-cm grid on top of 5-cm-deep sawdust (Litaspen premium, Datesand Ltd.) in a clean, standard housing cage (32 × 16 × 14 cm). Each mouse was given 30 minutes to freely explore the cage, and the number of marbles buried was counted. Social investigation was assessed at different ages to evaluate trajectories across developmental stages from juvenile to adulthood (33, 75, 76). Social investigation of age-matched C57BL/6J sex-matched conspecifics was assessed in juvenile test mice (P21) as described previously (75). Social investigation of juvenile C57BL/6J sex-matched conspecifics was assessed in adult test mice as described previously (76).

### Statistics.

Statistical tests used are reported in the figure legends, where all data presented indicate mean ± SEM, unless otherwise specified. A *P* value less than 0.05 was considered significant. All representative experiments were conducted on a minimum of 3 separate occasions with a minimum of 3 individual samples. All statistical analysis was conducted using SPSS (Statistics 22, IBM).

### Study approval.

All animal housing and experimental procedures were performed in compliance with the local ethical review panel of King’s College London, and the UK Home Office Animals Scientific Procedures Act 1986. The work was carried out under licenses (PPL70/6694 and PPL70/7184), and all efforts were made to minimize animal suffering and to reduce the number of animals used.

## Author contributions

DEW designed and performed most experiments, analyzed results, and prepared figures. KLHR and CF designed, performed, and analyzed behavioral experiments. BPS, KLHR, and MAB designed and performed ATAC-Seq experiments, and analyzed next-generation sequencing (NGS) data with C. Mohan, HH, and FCW. SK performed the analysis of the nestin-*Cre* cko mice. TY, AS, and MESS performed initial analysis of mutant phenotypes and contributed data to the manuscript. AC performed and analyzed ultrasonic vocalizations and contributed to developmental milestone experiments. C. Michetti, MS, and OK analyzed behavioral data. ACM analyzed and interpreted RNA-Seq data. WWT and DR assisted with ChIP-Seq experiments. MLS supervised ultrasonic vocalization analysis and assisted with behavioral data analysis. HV and IM contributed to data analysis. DEW, KLHR, C. Mohan, BPS, HH, HV, IM, and CF contributed to the writing of the manuscript. MAB designed the study, performed the RNA-Seq and ChIP-Seq experiments, supervised data analysis and interpretation, and wrote the manuscript. All authors read and approved the final version.

## Supplementary Material

Supplemental data

Supplemental Table 2

Supplemental Table 3

## Figures and Tables

**Figure 1:**
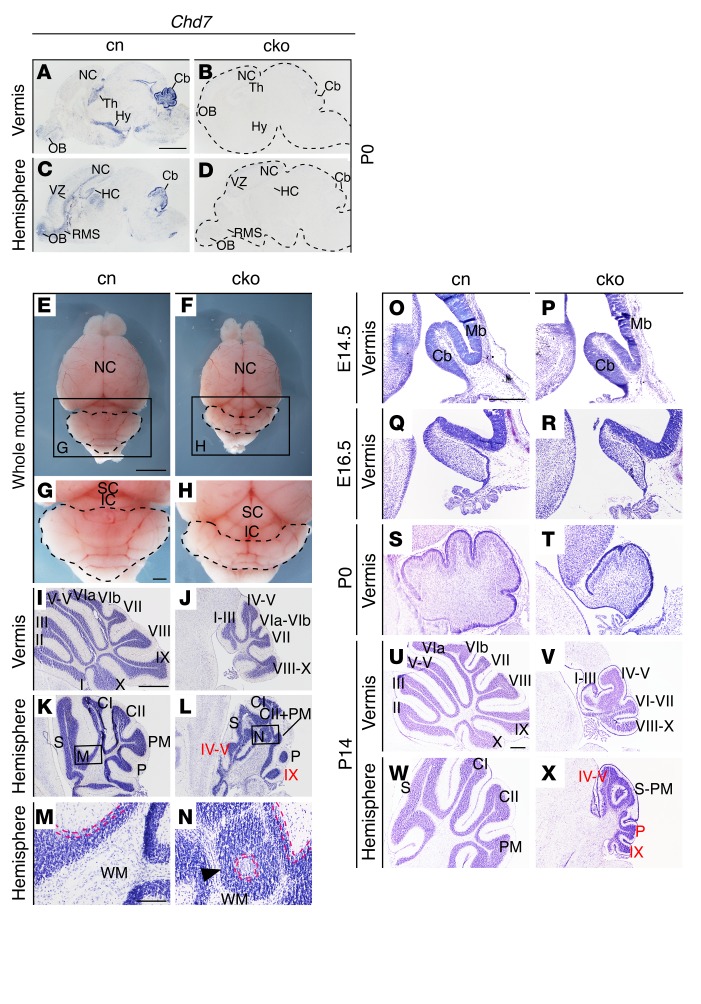
*Chd7* deletion from embryonic neural progenitors causes cerebellar hypoplasia and foliation abnormalities. (**A**–**D**) In situ hybridization for *Chd7* exon 3 transcripts (blue) in sagittal sections through P0 *Chd7^fl/fl^* (control [cn]) and nestin-*Cre Chd7^fl/fl^* (cko) brains. Sections through the cerebellar vermis (**A** and **B**) and hemispheres (**C** and **D**) are shown. Note *Chd7* expression in the olfactory bulb (OB), neocortex (NC), thalamus (Th), hypothalamus (Hy), hippocampus (HC), ventricular zone (VZ), rostral migratory stream (RMS), and cerebellum (Cb) in cn sections (**A** and **C**), absent in the cko (**B** and **D**). (**E** and **F**) Whole-mount images (anterior to the top) with cerebellum outlined. (**G** and **H**) High-power images with cerebella outlined. SC, superior colliculus; IC, inferior colliculus. (**I**–**N**) Cresyl violet–stained sagittal sections through the cerebellum, anterior to the left, with vermis folia labeled with Roman numerals according to Inouye and Oda (77). The simplex (S), Crus I (CI), Crus II (CII), paramedian (PM), and pyramidis (P) folia are labeled in hemisphere sections. Note cerebellar hypoplasia (**J** and **L**) and disorganized folia in cko hemispheres (**L**, boxed area). Note the expansion of lobules IV–V and IX from vermis into the hemispheres (**L**, red text). (**M** and **N**) Magnified view of the boxed areas in **K** and **L** with PC layers outlined in broken red lines. Ectopic granule cells organized around a circular cluster of PCs are indicated with a black arrowhead. WM, white matter. (**O**–**X**) Cresyl violet–stained sections through the developing cerebellum at the time points indicated, anterior to the left, with cerebellar folia labeled as above. Note the vermis hypoplasia at E16.5 and P0, and striking hypoplasia of both vermis and hemispheres at P14 (**V** and **X**) in the cko. Mb, midbrain. Scale bars: 1 mm (**A**, **E**, **I**, and **O**), 300 μm (**G** and **U**), 100 μm (**M**).

**Figure 2:**
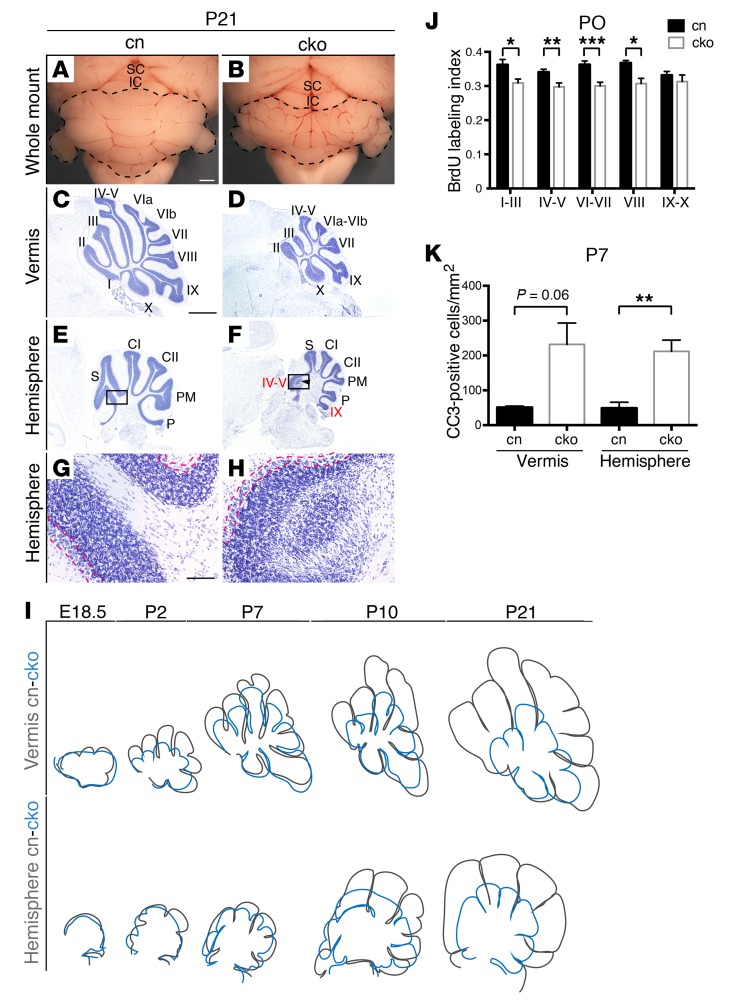
*Chd7* regulates the proliferation and survival of cerebellar GCps. (**A** and **B**) Dorsal whole-mount images of P21 *Chd7^fl/fl^* cn and *Math1-Cre Chd7^fl/fl^* GCp-specific conditional knockout (cko) mouse cerebella, anterior to the top. Note hypoplasia and abnormal foliation in the cko. (**C**–**F**) Cresyl violet–stained sagittal sections through the cerebellum, anterior to the left. Folia are numbered as in Figure 1. Note hypoplasia and abnormal folia indicated by an arrowhead and labeled in red in the cko. (**G** and **H**) Magnified view of the boxed areas in **E** and **F** with PC layers outlined by red broken lines. (**I**) Traced outlines of representative cerebellar sections from cn (black) and cko (blue) mice at the indicated time points. Foliation defects are first noted at E18.5 in the vermis and P2 in the hemispheres. Hypoplasia becomes evident in the vermis by E18.5 and hemispheres by P10 (see also Supplemental Figure 5). (**J**) Quantification of GCp proliferation in the P0 EGL by BrdU incorporation within a 1-hour time window. The BrdU labeling index for the indicated regions representing the fraction of BrdU-positive GCps in the EGL as counted in 100-by-100-μm areas. (**K**) The number of cleaved caspase-3–positive (CC3-positive) cells in the EGL per square millimeter of granule cell area at P7 is shown for vermis and hemispheres (*n* = 3 per genotype). *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test. Scale bars: 300 μm (**A**), 1 mm (**C**), 100 μm (**G**).

**Figure 3:**
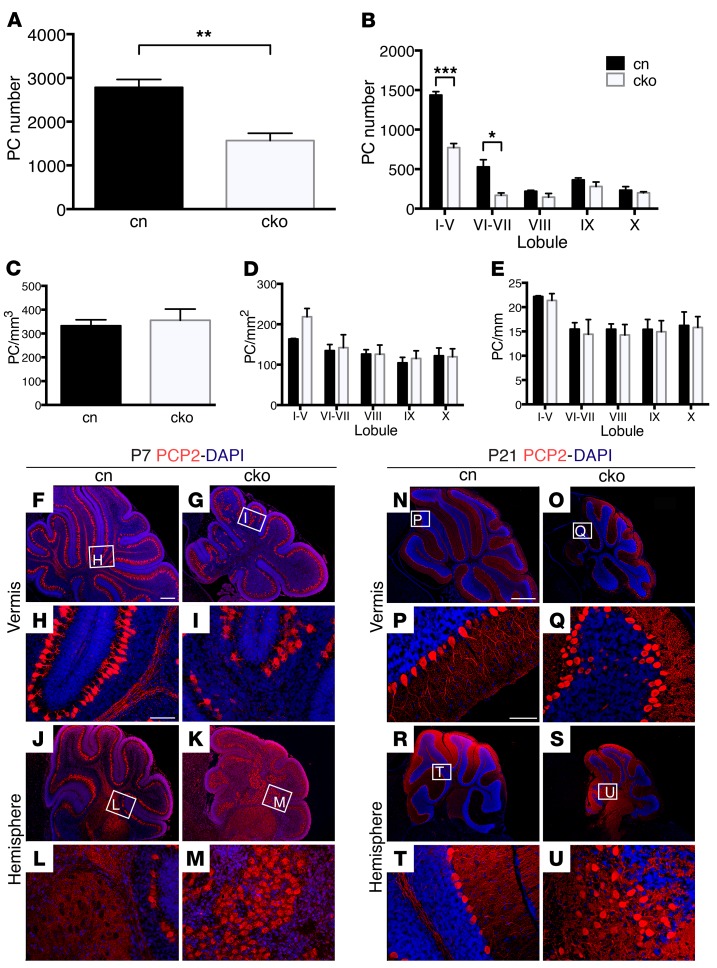
Deletion of *Chd7* from GCps results in PC abnormalities. (**A**) PC counts in cn and cko mouse P21 cerebella. Note the significant reduction in total PC number in the cko. (**B**) Lobule-specific PC counts. Note the significant reduction in PC number in the anterior and central lobules of the cko. (**C**–**E**) PC density in relation to the total vermis volume (mm^3^) (**C**), lobule granule cell area (mm^2^) (**D**), and length of the PC layer (mm) (**E**) (*n* ≥ 5 per genotype). *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test. (**F**–**U**) Examples of Purkinje cell protein 2 (PCP2) immunostains to visualize PCs in P7 cerebellar sections through the vermis (**F**–**I**) or hemispheres (**J**–**M**), with nuclear DAPI counterstain, anterior to the left. Magnified views of PC layers indicated by white boxed areas in corresponding low-power images are depicted in **H**, **I**, **L**, and **M**. Note the occasional disorganized PC distribution in the cko vermis (**I**), and more pronounced clusters of mislocalized PCs in the cko cerebellar hemispheres (**M**). (**N**–**U**) Examples of PCP2 immunostains to visualize PCs in P21 cerebellar sections through the vermis (**N**–**Q**) or hemispheres (**R**–**U**), with nuclear DAPI counterstain, anterior to the left. Magnified views of PC layers indicated by white boxed areas in corresponding low-power images are depicted in **P**, **Q**, **T**, and **U**. Note the occasional multilayered PC distribution in the cko vermis (**Q**), and more pronounced clusters of mislocalized PCs in the cko cerebellar hemispheres (**U**). Scale bars: 300 μm (**F**), 100 μm (**H** and **P**), 1 mm (**N**).

**Figure 4:**
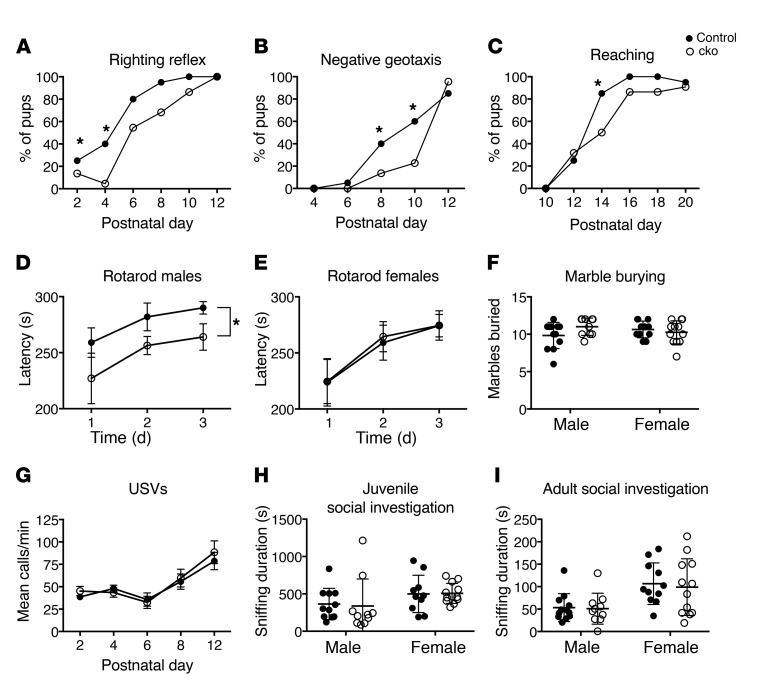
Deletion of *Chd7* from GCps leads to developmental delay and motor coordination deficits. Behavioral assessments of separate cohorts of adult (**D**–**F**, **H**, and **I**) cn (male *n* = 12, female *n* = 11) and cko (male *n* = 10, female *n* = 12) mice and pups for analysis of developmental milestones (cn *n* = 20, cko *n* = 22) or ultrasonic vocalizations (USVs) (cn *n* = 21, cko *n* = 23). (**A**–**C**) The percentage of pups at the indicated postnatal ages demonstrating the full righting reflex (**A**), a score of 1 or higher for negative geotaxis (**B**), or the full reaching response (**C**). Note the delay in acquiring these motor milestones in cko compared with cn animals (*P ≤ 0.05, χ^2^ tests). (**D** and **E**) The mean latency of male (**D**) and female (**E**) mice to fall from the rotarod. Note the significant difference between the male cko and cn animals (*P ≤ 0.05, repeated-measures ANOVA, with Student’s *t* test as post hoc analysis). (**F**) The mean number of ultrasonic vocalizations per minute at the indicated postnatal ages for cn and cko mice (repeated-measures ANOVA). (**G**) Average number of marbles buried within 30 minutes. Note no significant difference between the groups (between-subjects ANOVA). (**H** and **I**) The mean duration of total social investigation of an age- and sex-matched novel conspecific at P21 (**H**) and in adulthood (**I**). No significant difference between the cn and the cko groups was observed (repeated-measures ANOVA).

**Figure 5:**
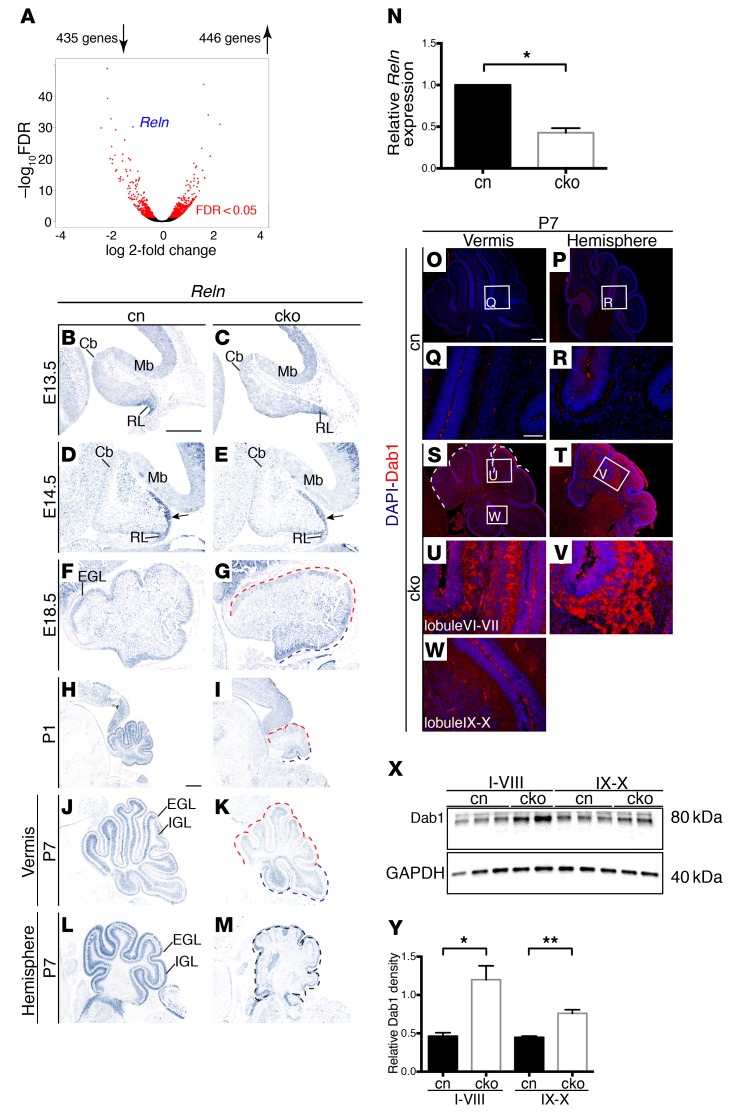
CHD7 regulates *Reln* gene expression in GCps. (**A**) Volcano plot of RNA-Seq data comparing gene expression of purified GCps from P7 cko and cn mice. Red points indicate genes with statistically significant (FDR < 0.05, *n* = 2) differences in expression. *Reln* is highlighted in blue. (**B**–**M**) In situ hybridization with an antisense *Reln* probe on sagittal cerebellar sections at the indicated time points. Note reduced *Reln* expression in the rhombic lip stream at E14.5 (arrow in **E**), anterior vermis of E18.5, P1, and P7 cerebella (red dashed line in **G**, **I**, and **K**), and all lobules of the hemispheres at P7 (**M**), with normal expression in the posterior vermis (navy dashed line in **G**, **I**, and **K**). IGL, internal granule layer. (**N**) Quantification of *Reln* transcript levels in purified P7 GCps confirms significant reduction in *Reln* expression in cko GCps (3 samples of purified GCps extracted from pooled cerebellar samples of each genotype). (**O**–**W**) Immunostaining for DAB-1 on sagittal sections of P7 mouse cerebella. High-magnification views of indicated regions in **O**, **P**, **S**, and **T** are shown in **Q**, **R**, and **U**–**W**, respectively. Increased DAB-1 protein levels in the anterior vermis lobules and hemisphere of cko mice are indicative of reduced RELN signaling. (**X**) Western blot analysis of DAB-1 protein levels in lobules I–VIII and IX–X. Note the increase in protein levels in cko samples (*n* = 3) compared with cn (*n* = 2), with more marked increases identified in lobules I–VIII of the cko. (**Y**) DAB-1 protein levels quantified relative to GAPDH. *P < 0.05, **P < 0.01, Student’s *t* test. Scale bars: 300 μm (**B**, **H**, and **O**), 100 μm (**Q**).

**Figure 6:**
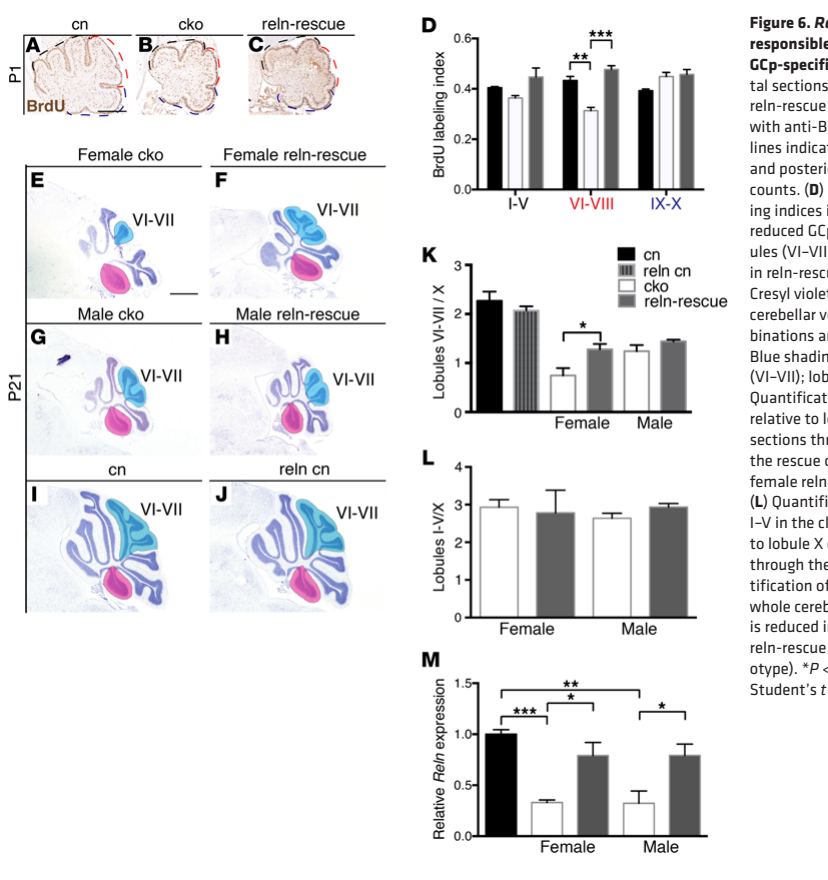
*Reln* downregulation is partly responsible for cerebellar hypoplasia in GCp-specific *Chd7* cko mice. (**A**–**C**) Sagittal sections of BrdU-treated cn, cko, and reln-rescue cerebella at P1, immunostained with anti-BrdU antibody (brown). Dashed lines indicate anterior (black), central (red), and posterior (navy) cerebellum used for BrdU counts. (**D**) Quantification of the BrdU labeling indices in regions indicated in **A**–**C**. Note reduced GCp proliferation in the central lobules (VI–VIII) of the cko mice and restoration in reln-rescue mice (*n* = 3 per genotype). (**E**–**J**) Cresyl violet–stained sagittal sections of the cerebellar vermis at P21; sex-genotype combinations are indicated, anterior to the left. Blue shading indicates the central lobules (VI–VII); lobule X is highlighted in pink. (**K**) Quantification of the volume of lobules VI–VII relative to lobule X calculated from serial sections through the cerebellar vermis. Note the rescue of the central lobule hypoplasia in female reln-rescue mice (*n* = 3 per genotype). (**L**) Quantification of the volume of lobules I–V in the cko and reln-rescue mice relative to lobule X calculated from serial sections through the cerebellar vermis. (**M**) Quantification of *Reln* transcript levels in E18.5 whole cerebella. Note that *Reln* expression is reduced in the cko and restored in the reln-rescue irrespective of sex (*n* = 5 per genotype). *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test.

**Figure 7:**
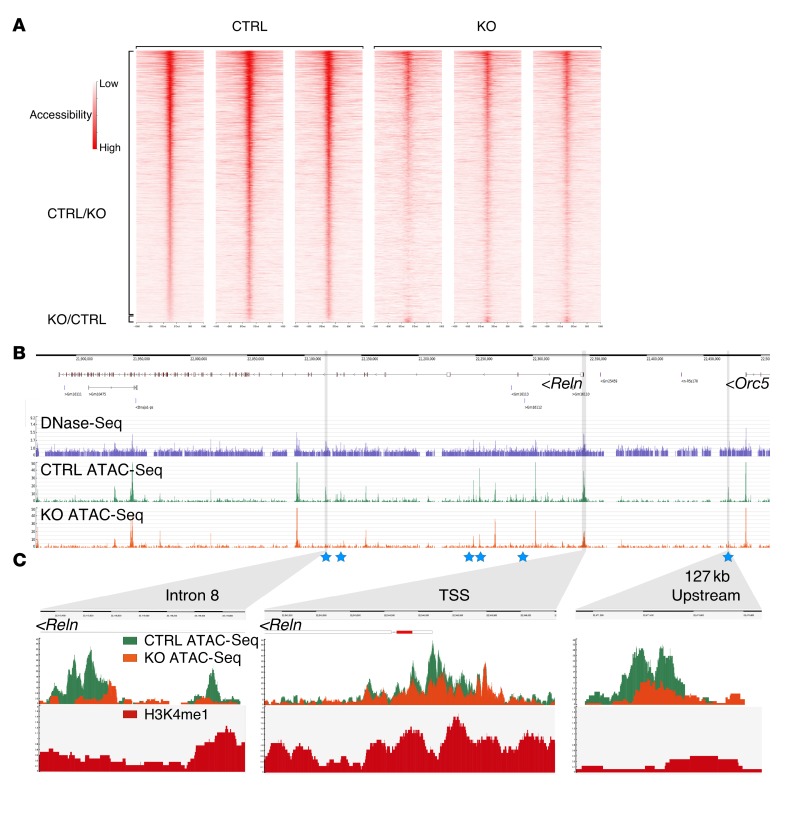
CHD7 deletion alters chromatin organization and reduces DNA accessibility at the *Reln* locus. (**A**) Heatmaps representing all significantly changed ATAC-Seq peaks ± 500 bp between control (CTRL) and cko (KO) GCps (*n* = 3). Note reduced DNA accessibility in KO samples for the majority of peaks (CTRL/KO peaks), with a few showing increased DNA accessibility in the KO (KO/CTRL peaks). (**B**) DNase-Seq (purple) (45) and ATAC-Seq reads mapped over the *Reln* gene in control (CTRL ATAC-Seq, green) and cko (KO ATAC-Seq, orange) P7 GCps. Peaks are indicative of regions of “open” chromatin with high DNA accessibility. Blue stars indicate ATAC-Seq peaks that are significantly different in CTRL and KO cells. (**C**) Visualization of normalized CTRL (green) and KO ATAC-Seq (orange) reads, and H3K4me1 ChIP-Seq reads from WT GCps (red) that mapped to intron 8, the *Reln* transcriptional start site (TSS), and a region 127 kb upstream of the *Reln* TSS. Note significantly reduced DNA accessibility at the intronic and upstream regions in KO cells compared with CTRL cells.

How the deposited data were processed for this re-analysis (not part of the article)

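RNA-Seq counts of purified P7 GCps were analysed for 2 control (Chd7fl/+ in the paper and the sample labels, 2 floxed alleles in the submitters' extraction notes) and 2 cko (Math1-Cre Chd7fl/fl) libraries. The ATAC-Seq and H3K4me1 ChIP-Seq samples of the study were not analysed here.

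The values used are whole-number counts of reads per Ensembl gene, which the authors deposited without normalization, 1 file per library. According to the paper's methods and the submitters' processing notes, the authors trimmed reads with Trim Galore 0.4.1, aligned them to mm10 with TopHat2 2.0.14, counted reads per Ensembl 75 gene with HTSeq 0.6.1p1 in its intersection-strict mode, skipping reads with low alignment quality, and tested the counts with DESeq2 1.8.1. The strand setting of the counting is not given in the sources used here, so the values of genes that overlap others on opposite strands are uncertain. Among the named genes this concerns above all Sox4 (54.6% of the exonic length shared with other genes), Nefl (32.8%), Ccnd1 (23.4%), Nefm (19.2%), Csf1r (15.1%), Xist (12.6%) and Hmgcs1 (12.1%). Each file lists 38924 genes and holds no total or unassigned line. Total counts were 77346481 and 61836588 in control replicates 1 and 2 and 73480074 and 62437759 in cko replicates 1 and 2. Counts of mitochondrial genes made up 2.14% and 3.41% of the control totals and 1.86% and 3.80% of the cko totals. The first principal component of log2 CPM held 50.3% of the variance and separated the genotypes (-27.4 and -30.1 in the control libraries, 45.0 and 12.5 in the cko libraries). The second held 31.9%, with 21.6 and -4.04 in control replicates 1 and 2 and 21.2 and -38.8 in cko replicates 1 and 2.

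Gene names and coordinates were taken by Ensembl identifier from GENCODE vM21 on GRCm38, the assembly called mm10, for 37607 of the 38924 genes. Differential expression was tested with edgeR 4.0.16 in R 4.3.3: genes were kept with edgeR's filterByExpr, libraries scaled by TMM, and cko compared with control by the quasi-likelihood test in its robust form, with Benjamini-Hochberg adjustment over the 16436 genes kept and a threshold of 0.05, the threshold of the study. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values use TMM-scaled library sizes, and means and SDs of CPM are over the 2 libraries of a genotype.

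Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, and again with an estimated correlation, adjusted over the 30 lists. With the preset correlation 10 lists passed, 5 higher and 5 lower. With an estimated correlation 0 passed (lowest adjusted p = 0.622). The estimated version takes its degrees of freedom from the 4 libraries, so it had little power. A list that fails it is not shown to shift through correlation between its genes. The test, the alternatives, the gene lists and the rule for named genes were set before the data were examined, apart from 2 alternatives named in the section on processing. The lists were written from general knowledge of the cerebellum, but the study's table of called genes (Supplemental Table 2, of which 880 of 881 genes are held here) had been read by then, so that the lists and the largest changes are not independent of it. The rule named every gene the paper names for this experiment or a comparable claim, the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among called genes with an average log2 CPM of at least 1, a gene symbol and both cko libraries on the same side of both control libraries, and in each list up to 4 called members with the lowest adjusted p, or the member with the highest expression where none was called. Beside 2 genes that are not reported here, it named 75 genes, of which 50 were called. Genes listed near ATAC-Seq peaks were read from Supplemental Table 3.

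The steps were tested on counts simulated for the comparison of cko with control, with the means, library sizes and spread of the 16436 tested genes and 200 genes changed in each of 5 runs. The quasi-likelihood test recovered 0% of genes changed 1.5-fold, 8.40% of those changed 2-fold, 41.2% of those changed 3-fold and 50.8% of those changed 4-fold, and 3.46% of its calls were false. The share of false calls was 38.9% for edgeR's likelihood ratio test, 43.5% for DESeq2 1.42.0 with its defaults, 42.9% for DESeq2 with its older prior on fold changes and 10.5% with the replicate number as a block. These shares depend on how many genes were changed, here 200 of 16436 per run. In the real data 2231 genes had an unadjusted p under 0.05 in the quasi-likelihood test, and the number truly changed is not known. The shares therefore do not give the share of false calls in the real data. The camera test called 5 of 5 lists of 20 genes changed by a log2 fold change of 0.5 and 0 of 250 unchanged lists; the simulated genes varied independently, so this says nothing of false calls among lists of correlated genes.

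The alternatives were DESeq2's size factors, DESeq2 with its defaults and with its older prior (betaPrior), the likelihood ratio test, no filter on low counts, a minimum of 10 counts in every library, the replicate number as a block, an adjusted p under 0.01, and each library left out in turn. Intervals for ratios of counts are at the 95% level and cover counting error only. Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9 was used for the tables and plots.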

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

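The tests of explanations for the muscle, Xist and postmitotic neuron results were chosen only after those results were seen, whereas the tests of gene lists were planned. Acta1, Myod1, Ddx3y, Cntn2, Dcx and Tubb3 were named after their values were seen.

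Skeletal muscle markers, which the paper did not discuss, stood above the control level: all 20 tested had a log2 fold change above 0 and 8 passed the threshold (median 2.66, camera adjusted p = 1.00e-17, and 0.622 with an estimated correlation), with Myh3 at 2.98 and 1.97 CPM in the control and 12.1 and 22.3 CPM in the cko libraries, Cdh15 at 3.77 and 2.67 CPM in the control and 14.6 and 10.7 CPM in the cko libraries, Acta1 at 1.31 and 0.696 CPM in the control and 4.46 and 12.0 CPM in the cko libraries and Myod1 at 6.37 and 6.68 CPM in the control and 12.1 and 8.23 CPM in the cko libraries; 7 of the 20 reached a mean of 1 CPM in control, 1 is in another list and 17 are in the study's table of called genes. Without each cko library in turn, the adjusted p of the list was at most 5.39e-14, which argues against 1 cko library alone carrying the higher counts. Muscle cells could be carried over into the preparations through the Percoll gradient that isolated GCps. With the same makeup in both, they would keep 1 ratio of counts above control between cko replicates 1 and 2. This ratio was 1.56 pooled over Cdh15 (1.52), Myod1 (3.27) and Myog (0.719). In the 17 other genes, which belong to muscle fibres, it was 0.299 to 1.09. Cdh15 and Myod1 lay above that range. Myog lay within that range only because of Tnnc2 (1.09, interval 0.687 to 1.74), and above the next highest fibre gene, Chrna1 (0.641). The intervals were 1.33 to 1.73 for Cdh15, 2.04 to 5.24 for Myod1 and 0.576 to 0.897 for Myog. All lay above the pooled ratio of the fibre genes, 0.413 (0.391 to 0.436). The intervals of the fibre genes Myh3 (0.437 to 0.536), Tnnt1 (0.440 to 0.779) and Tnnc2 did so too, and those of Acta1 and Actc1 lay below it. With Myog within the range of the fibre genes, the test cannot tell whether these 3 genes were carried over with the same makeup in both preparations. For the 17 fibre genes, carry-over and expression within GCps cannot be told apart. The intervals of 12 of the 17 (70.6%) held their pooled ratio, a share between the bounds of 50% and 80% set for the test. The intervals cover counting error but not the spread between 2 preparations, and each preparation has a single genotype. Carry-over of cells in differing proportions, and a change of muscle genes in GCps with the loss of Chd7, were not tested and remain open.

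Xist, which the paper did not discuss, was at 793 CPM in cko replicate 1, against 0.548 and 0.182 CPM in the control libraries and 0.114 CPM in cko replicate 2, and the Y-linked gene Ddx3y was at 69.1 and 63.7 CPM in the control and 0.00 and 68.2 CPM in the cko libraries. Xist in cko replicate 2 was 0.0144% of its level in cko replicate 1, which argues against both cko libraries having been made from 1 pool of animals. Without cko replicate 1, where the Y-linked gene is present in each remaining library, 224 genes were called, 153 of them among the 260 called with all libraries, which argues against the sex of the animals accounting for the called genes as a whole. Reln then had a log2 fold change of -1.22 (standard error 0.12, adjusted p = 0.00676), and 5 of the 260 calls lie on X or Y. The sex of the animals is not given in the sources used here, and a share of the calls that follows sex remains possible for genes lost without cko replicate 1.

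Genes of postmitotic neurons, which the paper did not discuss as a group, shifted lower in the cko libraries: all 21 had a log2 fold change below 0 and 3 passed the threshold (median -0.45, camera adjusted p = 5.06e-10, and 0.622 with an estimated correlation), with Cntn2 at 1833 and 1409.8 CPM in the control and 1498 and 1630.0 CPM in the cko libraries, Dcx at 1114 and 1154 CPM in the control and 797 and 968 CPM in the cko libraries and Tubb3 at 1118 and 1135 CPM in the control and 647 and 887 CPM in the cko libraries; 21 of the 21 reached a mean of 1 CPM in control, 0 are in another list and 13 are in the study's table. The lowest median among 10000 random lists matched on length, GC content and expression was -0.21, which argues against gene length and GC content as the cause. Without each cko library in turn, the adjusted p of the list was at most 2.01e-06, which argues against 1 cko library alone carrying the lower counts. A smaller share of postmitotic neurons left after the Percoll gradient and lower expression within the cells cannot be told apart: the genes fell unequally (chi-square of heterogeneity 134, 20 degrees of freedom, p = 5.55e-19), but GCps may make some of these transcripts too, and the mature granule neuron list had a median of 0.01 with members in both directions. An effect of Chd7 loss on differentiation was not tested apart from these and remains open.

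In 7 other lists outside the genes the paper discussed, a signal also differed from the control level. The 23 tested genes of cholesterol synthesis shifted lower, with 23 log2 fold changes below 0 and 2 genes past the threshold (median -0.43, camera adjusted p = 2.36e-11, and 0.622 with an estimated correlation). Endothelial markers shifted higher (17 tested, 17 above 0 and 2 past the threshold, median 0.51, 6.95e-11, and 0.622 with an estimated correlation). Markers of the oligodendrocyte lineage shifted higher as well (12 tested, 12 above 0 and 1 past the threshold, median 0.47, 0.000536, 0.622 with an estimated correlation, and 0.0549 without cko replicate 2). Stress and immediate early genes shifted lower (17 tested, 16 below 0, 0 past the threshold in edgeR, 2 at an unadjusted p under 0.05 and 2 in DESeq2, median -0.45, 0.000650, 0.703 with an estimated correlation, and 0.755 without cko replicate 1). Astrocyte and Bergmann glia markers shifted lower (13 tested, 11 below 0, 0 past the threshold in edgeR, 6 at an unadjusted p under 0.05 and 4 in DESeq2, median -0.21, 0.0109, 0.622 with an estimated correlation, and 0.0715 without control replicate 2). Cadherins shifted lower (15 tested, 11 below 0, 2 lower and 2 higher past the threshold, median -0.20, 0.0306, 0.703 with an estimated correlation, 0.208 without control replicate 2 and 0.241 without cko replicate 1). Choroid plexus markers shifted higher (8 tested, 7 above 0 and 1 past the threshold, median 0.75, 0.0496, 0.703 with an estimated correlation, 0.312 without control replicate 2 and 0.370 without cko replicate 1).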

How the results depend on the processing

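Tests on protein-coding genes alone and DESeq2 with its older prior on fold changes and no filter were chosen only after the results were seen; the other alternatives were planned. Reln was lower and past the threshold under every alternative tried, including each library left out, with an adjusted p of at most 0.0319. Of the main results, 121 values kept their direction and side of the threshold, or stayed within 1.5 times a count, 18 counts moved further and 19 fell short of the threshold; of the other values, 1246 stayed, 184 moved, 70 lost and 30 gained the threshold and 32 changed sign. The 50 called named genes kept their direction under every alternative, and 18 of them passed under every alternative that tested them at a threshold of 0.05; 11 had an adjusted p under 0.01. The count of 260 called genes became 878 with DESeq2's defaults, 869 with its older prior (879 without the filter), 675 with the likelihood ratio test, 727 without the filter, 23 at an adjusted p under 0.01, and from 83 (without control replicate 2) to 602 (without cko replicate 2) with 1 library left out. With the replicate block it was 1010, but the sources used here do not say whether the numbers pair the samples. The 2 pairs deviated together with a correlation of 0.187. Libraries of the same number were closer in total counts and in mitochondrial share than libraries of the same genotype. They also lay on the same side of the second principal component. The paper combined 2 libraries per lane without saying which. A batch shared by libraries of the same number is therefore possible, and whether it accounts for the higher count was not tested. The likelihood ratio test and DESeq2 made many false calls on simulated counts but also recovered more of the changed genes. Of genes changed 2-fold, they recovered 54.4% and, with DESeq2's defaults, 61.6%, against 8.40% with the quasi-likelihood test. Dropping 1 library assumes that the lone library varies like the other group. The causes of the other changes were not tested. The 52 genes near changed peaks became 134 with DESeq2's defaults, 135 with its older prior (136 without the filter), 102 with the likelihood ratio test, 113 without the filter, 120 with the replicate block and from 18 (without control replicate 2) to 80 (without cko replicate 2) with 1 library left out. With an estimated correlation 0 lists passed: the adjusted p was 0.622 for the postmitotic neuron, cholesterol, astrocyte, oligodendrocyte, endothelial and muscle lists and 0.703 for the Sonic Hedgehog, cadherin, choroid plexus and stress lists. The choroid plexus list had an adjusted p of 0.114 without the filter, and the axon guidance list changed sign with the replicate block (0.981). With 1 library left out, the adjusted p ranged from 0.00240 to 0.0613 for Sonic Hedgehog, 0.0102 to 0.241 for cadherins, 0.0383 to 0.755 for mature granule neurons, 0.00596 to 0.0715 for astrocytes, 1.37e-06 to 0.0549 for oligodendrocytes, 0.00267 to 0.370 for choroid plexus and 8.58e-13 to 0.755 for stress genes. The side of the threshold changed without control replicate 1 for Sonic Hedgehog, meningeal (0.0403) and erythroid (0.00427) lists. The same held without control replicate 2 for cadherins, astrocytes, choroid plexus and GABAergic interneurons (0.0195). Without cko replicate 1 the lists concerned were cadherins, choroid plexus, stress genes and mural cells (0.00186). Without cko replicate 2 they were oligodendrocytes and mature granule neurons. Among lists that changed direction the adjusted p ranged from 0.245 to 0.755 for the cell cycle, 0.245 to 0.913 for patterning, 0.614 to 0.974 for genes linked to CHD7, 0.588 to 0.966 for p53 targets, 0.331 to 0.968 for Purkinje cells, 0.198 to 0.817 for microglia, 3.45e-06 to 0.898 for sex-linked, 0.00383 to 0.312 for mitochondrial and 0.136 to 0.904 for reference genes. The sex-linked list passed without cko replicate 2 and the mitochondrial list without each cko library, in opposite directions. The log2 fold change then ranged from -1.69 to 11.06 for Xist, -0.27 to 0.0173 for Sox4, -0.0300 to 0.34 for Top2a, -0.41 to 0.0759 for Actb, -0.11 to 0.49 for Hbb-bs, -0.0903 to 0.0117 for Sparcl1, -0.25 to 0.16 for Dab1, -0.73 to 0.35 for mt-Co1 and -0.0833 to 0.1000 for Efnb1. Efnb1, near 0, was at -0.000543 with DESeq2's size factors, -0.000824 with DESeq2's defaults, -0.000741 with its older prior (-0.00296 without the filter), -4.13e-05 without the filter and -0.00122 among protein-coding genes. The sex-linked list had no value at 10 counts in every library.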

Differences from the paper's values

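Tests on protein-coding genes alone and DESeq2 with its older prior and no filter were chosen only after the values were seen; the other settings named here were set before the data were examined. The paper reports 881 changed genes, which it words as coding transcripts, 435 lower and 446 higher, and the quasi-likelihood test called 260 genes, 127 lower and 133 higher, at the same threshold of 0.05. Of the 260, 18 are not protein-coding in the annotation used here, and neither are 40 of the 880 genes of the paper's table held here. All 3 counts came within 1.5 times the paper's with DESeq2's defaults (878, 426 lower and 452 higher), DESeq2 with its older prior (869, 426 and 443), the likelihood ratio test (675, 311 and 364), no filter on low counts (727, 340 and 387) and the replicate block (1010, 480 and 530). Without cko replicate 2 (602, 338 and 264) the total and the lower count did and the higher count did not. None did with DESeq2's size factors (259), a minimum of 10 counts in every library (273), an adjusted p under 0.01 (23), or without control replicate 1 (181), control replicate 2 (83) or cko replicate 1 (224). Of the alternatives chosen after seeing the values, DESeq2 with its older prior and no filter came within the paper's counts (879, 430 and 449) and drops 13 of the 880 genes of the paper's table held here, whereas protein-coding genes alone (380, 162 and 218) did not. Of those 880 genes, 249 passed the quasi-likelihood test and all 880 had the paper's direction.

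For 51 genes named here, the paper's Supplemental Table 2 gives a log2 fold change, and 36 differ by more than the standard error, each with the paper's value nearer 0. In the lower genes, the paper's value and the value here were as follows: Gm1821 (-4.00 and -4.52), Otx1 (-2.23 and -2.58), Gm16169 (-2.47 and -4.27), Cdh10 (-1.89 and -2.26), Cadps2 (-2.07 and -2.54), Gm17167 (-1.89 and -3.56), Nefl (-1.08 and -1.24), Has3 (-1.69 and -2.70), Gap43 (-1.17 and -1.36), Kcnd2 (-2.05 and -2.84), Neurod6 (-1.91 and -2.61), Sema3g (-1.17 and -1.48), Cdh7 (-1.21 and -1.78), Dmrta1 (-1.85 and -2.93), Ndst4 (-1.35 and -2.92), Sema3d (-2.01 and -3.20) and Sema3a (-0.73 and -1.05). In the higher genes they were Clic6 (2.44 and 2.85), Adra2c (1.86 and 2.17), Gm8822 (2.34 and 3.35), Kcnk13 (1.63 and 2.17), Grik3 (1.38 and 1.62), Myog (1.505 and 3.04), Cdh4 (1.05 and 1.20), Sdk2 (1.94 and 2.76), Loxl1 (1.16 and 1.35), Islr (1.12 and 1.31), Cdh15 (1.42 and 1.97), Tnnt1 (1.12 and 2.90), Olig3 (1.46 and 1.96), Tspan11 (1.26 and 2.03), Tnni1 (1.34 and 3.38), Wnt4 (1.18 and 1.82), Thsd7b (1.31 and 2.81), Myh3 (1.72 and 2.79) and Olig2 (0.91 and 1.21). DESeq2 with its older prior brought all 36 within the error. Each library left out, and the other settings, closed fewer: 7 without control replicate 1 (Grik3, Cdh4, Loxl1, Islr, Gap43, Sema3g and Olig2), 5 without control replicate 2 (Nefl, Gap43, Olig3, Cdh7 and Sema3a), 3 without cko replicate 1 (Grik3, Gap43 and Sema3a), 4 without cko replicate 2 (Cdh4, Nefl, Islr and Sema3g), 3 with the likelihood ratio test (Cdh4, Nefl and Gap43) and 1 with DESeq2's defaults (Cdh4). DESeq2's size factors, no filter, a minimum of 10 counts and the replicate block closed 0 of the 36. Of the alternatives chosen after seeing the values, DESeq2 with its older prior and no filter closed all 36 and drops 13 of the paper's 880 genes held here, and protein-coding genes alone closed 0.

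The paper states that Sema3a is dysregulated in GCps; here it had a log2 fold change of -1.05 and an adjusted p of 0.0964 in edgeR's quasi-likelihood test. Among the settings set in advance it passed with DESeq2's defaults (adjusted p = 0.00925), DESeq2 with its older prior (0.00856), the likelihood ratio test (0.0330), no filter (0.0176), the replicate block (0.0151) and without cko replicate 2 (0.0439), and with DESeq2's older prior and no filter, chosen after seeing the values, it was 0.00588.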

Other observations

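The counts around Gm13301 and the genes Slit1 and Grin2c were chosen only after the results were seen, whereas the tests of gene lists were planned.

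Of genes of Sonic Hedgehog signaling that the paper measured by other methods, Gli1 was at 74.1 ± 6.54 CPM in control and 87.5 ± 9.49 CPM in cko GCps (SD, n = 2; log2 fold change 0.24, standard error 0.12, adjusted p = 0.463 in edgeR's quasi-likelihood test), Ptch1 at 99.1 ± 15.1 and 123 ± 8.61 CPM (0.31, adjusted p = 0.364) and Mycn at 148 ± 13.3 and 169 ± 15.4 CPM (0.19, adjusted p = 0.568).

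Within 1 Mb of Gm13301 on chromosome 4, 37 genes were tested, of which 3 fell and 1 rose at an adjusted p under 0.05. Gm13301 was at 2.73 and 2.32 CPM in the control and 0.0130 and 0.00 CPM in the cko libraries (adjusted p = 0.00417), and Gm17167 (-3.56, adjusted p = 0.0145) and Gm13305 (-3.05, adjusted p = 0.0155) fell as well. Gm13301 is a pseudogene and shares exons with Gm17167, so the values of both are uncertain. The floxed gene Chd7 lies on the same chromosome, and whether these decreases result from the loss of Chd7 was not tested. Il11ra1, which encodes a receptor of interleukin 11, rose (0.81, adjusted p = 0.0380), and did not pass without control replicate 1 (adjusted p = 0.0526), control replicate 2 (0.213) or cko replicate 1 (0.0687).

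Slit1, which encodes a guidance ligand, was at 0.392 and 0.696 CPM in the control and 31.1 and 9.02 CPM in the cko libraries (log2 fold change 5.22, standard error 0.90, adjusted p = 0.142 in edgeR's quasi-likelihood test). Its adjusted p was 0.00468 without cko replicate 1, 0.000862 without cko replicate 2, 0.970 without control replicate 1 and 0.666 without control replicate 2. Grin2c, an NMDA receptor gene, was at 1.10 and 2.59 CPM in the control and 23.0 and 15.5 CPM in the cko libraries (log2 fold change 3.40, standard error 0.48, adjusted p = 0.0566), with 0.00120 and 0.0102 without control replicates 1 and 2 and 0.161 and 0.0848 without cko replicates 1 and 2.

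In 11 further lists 0 genes were called by edgeR's quasi-likelihood test, and the lists did not pass in camera. They were the family of CHD genes (9 tested, 2 at an unadjusted p under 0.05, 1 called in DESeq2, median 0.15, camera adjusted p = 0.119), with Chd4 (from 706 ± 15.8 to 730.3 ± 13.4 CPM, log2 fold change 0.05, adjusted p = 0.903), and p53 targets (20, 6, 2, 0.03 and 0.765 for the same measures). Markers of Purkinje cells (10, 3, 1, 0.18 and 0.669, in the same order) included Lhx1 (from 156 ± 2.29 to 123 ± 11.7 CPM, -0.34, 0.194), with 1 higher when adjusted over the list alone. Markers of GABAergic interneurons (8, 1, 0, 0.29 and 0.0629) included Reep1 (from 105 ± 1.37 to 97.0 ± 2.99 CPM, -0.11, 0.684), and this list passed without control replicate 2 (0.0195), with the replicate block (0.0309) and with 10 counts in every library (0.0489). Markers of unipolar brush cells (6, 4, 1, 0.34 and 0.0905) included Otx2 (from 71.9 ± 7.17 to 91.3 ± 5.36 CPM, 0.34, 0.218), with 3 higher and 1 lower when adjusted over the list alone. Markers of mural cells (10, 1, 0, 0.26 and 0.122) included Rgs5 (from 105 ± 7.15 to 129 ± 30.4 CPM, 0.29, 0.555), and the list passed without cko replicate 1 (0.00186). Markers of microglia (12, 0, 0, 0.01 and 0.897) included Csf1r (from 75.8 ± 11.9 to 91.1 ± 0.969 CPM, 0.26, 0.433), of which 15.1% of the exonic length overlaps a gene on the other strand. Erythroid markers (5, 1, 0, 0.21 and 0.189) included Hbb-bs (from 12.1 ± 3.57 to 13.5 ± 2.88 CPM, 0.16, 0.865), and the list passed without control replicate 1 (0.00427) and with the replicate block (0.0481). Sex-linked genes (5, 0, 1, -0.92 and 0.284, mean 1.26) passed without cko replicate 2 (3.45e-06). Mitochondrial genes (12, 0, 0, 0.04 and 0.897) included mt-Co1 (from 7058 ± 2128 to 6607 ± 3317 CPM, -0.10, 0.963), and were higher without cko replicate 1 (0.00441) and lower without cko replicate 2 (0.00383). Reference genes (9, 0, 0, -0.07 and 0.395) included Gapdh (from 499 ± 12.5 to 451 ± 9.67 CPM, -0.15, 0.607) and Actb (from 3031 ± 249.9 to 2725 ± 634 CPM, -0.15, 0.810).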
